# Four MicroRNAs, miR-13b-3p, miR-278-5p, miR-10483-5p, and miR-10485-5p, Mediate Insecticide Tolerance in *Spodoptera frugiperda*

**DOI:** 10.3389/fgene.2021.820778

**Published:** 2022-01-21

**Authors:** Yuanxue Yang, Yun Zhang, Aiyu Wang, Ailing Duan, Chao Xue, Kaiyun Wang, Ming Zhao, Jianhua Zhang

**Keywords:** *Spodoptera frugiperda*, insecticides, miRNA-13b-3p, miRNA-278-5p, miRNA-10483-5p, miRNA-10485-5p

## Abstract

*Spodoptera frugiperda* is the world’s major agricultural pest and has the distinctive features of high fecundity, strong migratory capacity, and high resistance to most insecticides. At present, the control of *S. frugiperda* in China relies mainly on the spraying of chemical insecticides. MicroRNAs (miRNAs) are a class of small, single-stranded, non-coding RNAs and play crucial regulatory roles in various physiological processes, including the insecticide resistance in insects. However, little is known about the regulatory roles of miRNAs on the resistance of *S. frugiperda* to insecticides. In the present research, the miRNAs that were differentially expressed after cyantraniliprole, spinetoram, and emamectin benzoate treatment were analyzed by RNA-Seq. A total of 504 miRNAs were systematically identified from *S. frugiperda*, and 24, 22, and 31 miRNAs were differentially expressed after treatments of cyantraniliprole, spinetoram, and emamectin benzoate. GO and KEGG enrichment analyses were used to predict the function of differentially expressed target genes of miRNAs. Importantly, ten miRNAs were significantly differentially expressed among the treatments of three insecticides. miR-278-5p, miR-13b-3p, miR-10485-5p, and miR-10483-5p were significantly downregulated among the treatments of three insecticides by RT-qPCR. Furthermore, the overexpression of miR-278-5p, miR-13b-3p, miR-10485-5p, and miR-10483-5p significantly increased the mortality of *S. frugiperda* to cyantraniliprole and emamectin benzoate. The mortality was significantly increased with spinetoram treatment after the overexpression of miR-13b-3p, miR-10485-5p, and miR-10483-5p. These results suggest that miRNAs, which are differentially expressed in response to insecticides, may play a key regulatory role in the insecticide tolerance in *S. frugiperda*.

## Introduction

MicroRNAs (miRNAs) are a class of small, single-stranded, non-coding RNAs of approximately 18–25 nucleotides length (Ambros, 2004; Bartel, 2004). miRNAs are derived from the stem-loop RNA precursors (pre-miRNAs) and are widely found in animals, plants, bacteria, and viruses (Lee et al., 2004). miRNAs have been shown to be involved in posttranscriptional regulation of mRNAs by forming silencing complexes through complementary forms of exact or incomplete nucleotide matches with target messenger RNAs (mRNAs) (Lee et al., 2004). Previous studies have shown that miRNAs account for 1–5% of all genes in animals and that 20–30% of genes are regulated by miRNAs (Stark et al., 2005). A single miRNA can regulate multiple target genes and is involved in a number of complex regulatory pathways (Tsai et al., 2009; Salvi et al., 2019).

In arthropods, a growing number of research studies have indicated that miRNAs play crucial roles in physiological and developmental pathways, such as metamorphosis, embryogenesis, molting, reproduction, immunity, and wing development (Etebari and Asgari, 2013; Lucas et al., 2015a; Lozano et al., 2015; Zhang et al., 2016; Ling et al., 2017; Song et al., 2018; Li et al., 2021a; Shang et al., 2020). Recently, miRNAs have been shown to be involved in the metabolism of plant toxin and the insecticide resistance in different insects. For example, miR-4133-3p regulates gossypol and tannic acid detoxification *via* targeting *cytochrome P450 4CJ1* (*CYP4CJ1*) in *Aphis gossypii* (Ma et al., 2019). In *Nilaparvata lugens*, modulating the expressions of miRNAs novel-85 and novel-191 significantly altered the susceptibility of *N. lugens* to nitenpyram by targeting *CYP6ER1* and *carboxylesterase 1* (*CarE1*) (Mao et al., 2021). In addition, the microinjection of miR-7a or miR-8519 mimics in *Plutella xylostella* decreases the expression of the *ryanodine receptor* and significantly increases the susceptibility of *P. xylostella* to chlorantraniliprole (Li et al., 2015a).

*Spodoptera frugiperda* is native to North America, South America, and subtropical regions and feeds on a variety of crops including corn, soybeans, cotton, and rice (Gouin et al., 2017). Two biotypes, the “corn-strain” and “rice-strain”, have been identified for *S. frugiperda* (Hafeez et al., 2021). *S. frugiperda* has strong migratory capacity, first found in Central and Western Africa in 2016, moving into India in 2018, and invading China in January 2019 (Junior et al., 2012; Goergen et al., 2016; Early et al., 2018; Li et al., 2020). *S. frugiperda* migrates to a new location, and resistant alleles persist in resistant populations (Arias et al., 2019). *S. frugiperda* is now resistant to a variety of chemical insecticides, mainly including organophosphates, carbamates, pyrethroids, and other traditional insecticides (Yu and Jr, 2007; Carvalho et al., 2013). Recent studies have shown that *S. frugiperda* has also developed varying degrees of resistance to new chemical insecticides such as diamides, spinosyns, and benzoylureas (Nascimento et al., 2016; Bolzan et al., 2019; Lira et al., 2020).

A part of miRNAs has been identified in *S. frugiperda*, and their functional study mainly focuses on antiviral immune defense and adaptive evolution (Moné et al., 2018; Karamipour et al., 2019), but the systemic identification and functional analysis of miRNAs involved in insecticide resistance are still unknown. In this research, the expression profiles of miRNAs in *S. frugiperda* have been investigated based on high-throughput sequencing of the small RNA library. The differentially expressed miRNAs related to the tolerance of cyantraniliprole, spinetoram, and emamectin benzoate were systematically detected. More importantly, the effects of miR-278-5p, miR-13b-3p, miR-10485-5p, and miR-10483-5p on the susceptibility of *S. frugiperda* to insecticides were verified.

## Materials and Methods

### Insects

The *S. frugiperda* population was collected from Tancheng (Shandong, China) in 2019 and maintained in the laboratory. *S. frugiperda* was provided by Prof. Xingyuan Men (Shandong Academy of Agricultural Sciences, Jinan, China) and reared in an illumination incubator at 26 ± 1°C with 60–70% humidity and 16 h light:8 h dark photoperiod. *S. frugiperda* was fed on artificial diet which was reported in the previous research (He et al., 2021).

### Insecticides and Chemicals

Cyantraniliprole technical (98.00%) and spinetoram technical (85.80%) were purchased from Sigma-Aldrich (St. Louis, MO, United States). Emamectin benzoate technical (95.00%) was provided by Shandong Lukang Biopesticides Co. Ltd (Dezhou, China). Acetone (reagent grade) and Triton X-100 were purchased from Sigma-Aldrich (St. Louis, MO, United States).

### Toxicity Bioassay

Cyantraniliprole, spinetoram, and emamectin benzoate were dissolved in acetone and diluted to five concentrations of 0.04, 0.2, 1, 5, and 25 mg L^−1^ in the distilled water containing 0.05% Triton X-100. The distilled water, containing 0.05% Triton X-100 and 1% acetone, was used as the control. The toxicity bioassay was performed by the method of leaf-dipping (Fouad et al., 2016). Maize leaves were cut into small pieces of 20 mm long and immersed in each concentration of insecticides for 15s. Third-instar *S. frugiperda* was placed in the air-drying maize leaves. A total of twenty insects were treated in each concentration, and each concentration was repeated three times. All insects were reared at 25 ± 1°C with 50–70% humidity and 16 h light:8 h dark photoperiod. The mortality was checked after treatment in 24 h.

### Sample Collection

Third-instar *S. frugiperda* was treated with cyantraniliprole, spinetoram, and emamectin benzoate at doses of LC_50_ by the leaf-dipping method. After 24 h, the survival insects were collected, and the distilled water, containing 0.05% Triton X-100 and 1% acetone, was used as the control. Each treatment contained 20 insects and was repeated three times. *S. frugiperda* was frozen in liquid nitrogen for RNA extraction.

### RNA Extraction, Illumina Sequencing, and Bioinformatics Analysis

The total RNA was extracted by TRIzol reagent (Invitrogen, United States) following the manufacturer’s procedure. The total RNA quantity and purity were analyzed using a Bioanalyzer 2,100 (Agilent, United States) with RIN number >7.0. Approximately, 3 μg of total RNAs were used to prepare a small RNA library according to the protocol of TruSeq Small RNA Sample Prep Kits (Illumina, United States). The single-end sequencing (50 bp) was performed by an Illumina HiSeq 2,500 at the LC-BIO (Hangzhou, China) following the vendor’s recommended protocol. The adapter dimers, junk, low complexity, common RNA families (rRNA, tRNA, snRNA, and snoRNA), and repeats were removed by ACGT101-miR (LC Sciences, Houston, Texas, United States). In order to identify known miRNAs and novel 3p- and 5p-derived miRNAs, the unique sequences with a length of 18–26 nucleotides were mapped to specific species precursors in miRBase 22.0 by BLAST. The unmapped sequences were BLASTed the specific genomes, and the hairpin RNA structures containing sequences were predicated from the flank 80 nt sequences using RNAfold software (http://rna.tbi.univie.ac. at/cgi-bin/RNAfold.cgi). The differential expression of miRNAs was analyzed by ANOVA based on normalized deep-sequencing counts. The different expression analysis of miRNA was selected with log2 ^(fold change)^ > 1 or log2 ^(fold change)^ < −1 and with statistical significance (*p* < 0.05 or *p* < 0.01). The target genes of differentially expressed miRNAs were predicted by two computational target prediction algorithms (TargetScan 50 and miRanda 3.3a), and the 3-untranslated region (UTR) of the candidate target sequences was used to miRNA target prediction. The data predicted by both algorithms were combined, and the overlaps were calculated. The Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes database (KEGG) pathway of these miRNA targets were also annotated.

### Quantitative Real-Time PCR

The relative miRNA expression was analyzed by the quantitative real-time PCR (RT-qPCR). PrimeScript™ RT reagent kit with gDNA Eraser (Takara, Japan). It was used to synthesize the cDNA from 1 µg of total RNA. The quantitative PCR reaction was completed using an iQ™5 Multicolor Real-Time PCR detection system (Bio-Rad, United States) with the SYBR PrimeScript™ RT-PCR Kit (Takara, Japan). The U6 snRNA was used as an endogenous control to normalize the expression levels of miRNAs (Zhang et al., 2021a). The 2^−∆∆Ct^ method was used to calculate the relative expression levels of miRNAs (Livak and Schmittegen, 2001). The RT-qPCR reaction included three independent technical and biological replications. The RT-qPCR primers are listed in Supplementary Table S1.

### Tissue Expression Profile of miRNAs

The tissues of the salivary gland, fat body, Malpighian tubule, and midgut were dissected from third-instar *S. frugiperda*. Before dissection, the third-instar *S. frugiperda* was rinsed with 75% ethanol and dissected in chilled 1 × phosphate-buffered saline (pH 7.4) under a stereomicroscope. Each sample contained fifty insects and repeated three times. The tissues collected were kept and analyzed by RT-qPCR.

### miRNA Agomir Injection

The agomir-miR-278-5p, agomir-miR-13b-3p, agomir-miR-10485-5p, agomir-miR-10483-5p, and agomir-NC were synthesized in GenePharma (Shanghai, China). After anesthetized on ice, approximately 500 nl 20 μM agomir-NC, agomir-miR-278-5p, agomir-miR-13b-3p, agomir-miR-10485-5p, and agomir-miR-10483-5p were injected into the antesternum of third-instar *S. frugiperda* using a Nanoject II (Drummond, United States). The insects were treated with cyantraniliprole, spinetoram, and emamectin benzoate at the LC_50_ dose for 1 day after injection. All insects were reared at 25 ± 1°C with 50–70% humidity and 16 h light:8 h dark photoperiod. The mortality was checked after insecticide treatment in 24 h. Each treatment contained thirty insects and repeated three times.

### Statistical Analysis

SPSS 20.0 software (IBM Corporation, United States) was used to perform the statistical analyses. The Student’s *t*-test was used to compare the differences between treatments. Data were shown as mean ± standard error (SE). The *p* values <0.05 and 0.01 were considered statistically significant and very significant differences, respectively.

## Results

### Bioassay Evaluation

The toxicity of cyantraniliprole, spinetoram, and emamectin benzoate against the susceptible strain of *S. frugiperda* was tested. The LC_50_ values of cyantraniliprole, spinetoram, and emamectin benzoate were 0.304, 0.161, and 0.194 mg L^−1^, respectively (Table 1).

**TABLE 1:** Toxicity of insecticides to *S. frugiperda*.

Insecticide	LC_50_ (mg/L) (95% CL)	Slope±SE
Cyantraniliprole	0.304 (0.159–0.566)	1.162 ± 0.190
Spinetoram	0.161 (0.087–0.263)	0.799 ± 0.097
Emamectin benzoate	0.194 (0.124–0.285)	1.125 ± 0.139

### Illumina Sequencing Data in *S. frugiperda*

The sequencing data had been deposited in the Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI) with the accession number GSE189968. The twelve small RNA (sRNA) libraries derived from the control, cyantraniliprole-treated, spinetoram-treated, and emamectin benzoate-treated *S. frugiperda*. 

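The libraries hold the small RNA of *S. frugiperda* larvae collected 24 h after feeding on leaves treated with an insecticide or on control leaves. The doses were 0.304 mg per L for cyantraniliprole, 0.161 mg per L for spinetoram, and 0.194 mg per L for emamectin benzoate. In each replicate 20 insects were treated and the surviving insects were collected, and each group holds 3 libraries. miR-1 of muscle, bantam, miR-276, and miR-8, which are known from other insects, were among the miRNAs with the most signal. A further 3 libraries of larvae given tetraniliprole, which is a diamide like cyantraniliprole, were measured with them, and its dose and time are not given in the sources used here.

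The values are the authors' normalized read counts, written here as signal, and how they were normalized is not given in the sources used here. They are not whole numbers, so no test on counts was run. Entries with the same sequence and the same values were counted once, which left 365 sequences. The signal of these sequences summed to between 1611061 and 2465108 per control library and to between 1465027 and 1789093 per library of the 3 insecticides. In each library 75% to 85% of the 120 lowest values were whole multiples of a step, which was taken as a rough measure of the signal per read. It is not exact, since cyantraniliprole replicate 2 held a value of 0.945 against a step of 1.32. The step was 9.14 in control replicate 1, 3.03 in control replicate 2, and 0.356 in control replicate 3, and it was 0.437 to 1.46 in the libraries of the 3 insecticides. Control replicate 1 listed 206 of the 365 sequences at 0 and held no value above 0 under 22.9. A low miRNA listed at 0 there may thus have been missed. Control replicate 3 listed 49 at 0. Groups were compared with limma on log2 of the signal plus 1, over the 228 sequences that reached a signal of 10 in at least 3 of the 12 libraries, and p was adjusted by the method of Benjamini and Hochberg.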

The total number of clean reads was 6,273,553, 11,856,426, 8,602,367, and 6,849,604 with unique reads of 1,252,300, 1,640,252, 1,173,199, and 1,478,489 from the cyantraniliprole treatment, spinetoram treatment, emamectin benzoate treatment, and the control libraries, respectively (Table 2). In the total reads, ribosomal RNAs (rRNAs) accounted for 64.66, 67.22, 68.61, and 72.79% among the non-miRNA sRNAs in the control, cyantraniliprole treatment, spinetoram treatment, and emamectin benzoate treatment libraries, respectively (Supplementary Figure S1). In the unique reads, rRNAs accounted for 69.63, 71.77, 70.17, and 70.72% in the control, cyantraniliprole treatment, spinetoram treatment, and emamectin benzoate treatment libraries, respectively (Supplementary Figure S1). The twelve sRNA libraries shared a similar length distribution pattern, with 22 nt being the most abundant (Supplementary Figure S2).

**TABLE 2:** Summary of small RNA sequencing.

	Control		Cyantraniliprole		Spinetoram		Emamectin benzoate	
	Total (%)	Unique (%)	Total (%)	Unique (%)	Total (%)	Unique (%)	Total (%)	Unique (%)
Adapter and length filter	30,479,744 (76.58)	3,562,960 (70.08)	16,518,185 (66.73)	2,825,331 (68.29)	12,351,507 (46.54)	2,737,311 (61.47)	16,080,835 (59.69)	3,059,536 (71.11)
Junk reads	51,468 (0.13)	8,723 (0.17)	40,076 (0.16)	7,476 (0.18)	58,586 (0.22)	9,920 (0.22)	36,674 (0.14)	7,118 (0.17)
Rfam	2,357,155 (5.92)	33,543 (0.66)	1,882,912 (7.61)	51,726 (1.25)	2,175,604 (8.20)	64,747 (1.45)	2,144,959 (7.96)	61,786 (1.44)
Repeats	63,636 (0.16)	327 (0.01)	39,984 (0.16)	542 (0.01)	95,187 (0.36)	674 (0.02)	76,019 (0.28)	679 (0.02)
Valid reads	6,849,604 (17.20)	1,478,489 (29.08)	6,273,553 (25.34)	1,252,300 (30.27)	11,856,426 (44.68)	1,640,252 (36.84)	8,602,367 (31.93)	1,173,199 (27.27)
Total reads	39,801,607 (100)	5,084,042 (100)	24,754,710 (100)	4,137,375 (100)	26,537,310 (100)	4,452,904 (100)	26,940,854 (100)	4,302,318 (100)

### Expression Profiles of miRNAs

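Most of the sequences listed for the larvae matched a known miRNA or its hairpin. Of the 365 different sequences, 343 carried the name of a known miRNA or hairpin and 22 were predicted without one. Names of *S. frugiperda* miRNAs already in miRBase were carried by 140 of the 365. The 343 include 72 predicted arms, which match a known hairpin and need no listed mature miRNA. miR-1, miR-8, miR-100, and bantam are miRNAs known from most insects, and each was present in all 4 groups.

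The deposited values list 446 entries, of which 81 repeat the sequence and the values of another entry. Of the 365 sequences, 299 are also in Supplementary Table S2 and 66 are not. Another 128 sequences of Supplementary Table S2 were not analysed here. A signal of at least 10 in at least 3 of the 15 libraries was reached by 231 sequences, 223 of known miRNAs or hairpins and 8 predicted miRNAs. The 223 include 34 predicted arms of known hairpins. Most of the miRNAs predicted without a known hairpin stayed under that level.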

A total of 504 miRNAs in *S. frugiperda* were identified, including 379 conserved miRNAs and 125 novel miRNAs (Supplementary Table S2). The length distribution of miRNAs in *S. frugiperda* was ranged from 18 nt to 26 nt, with 22 nt miRNAs being the most abundant, accounting for 35.52% (Figure 1). miR-1, miR-6497-5p, and miR-276-3p were the three most abundant miRNAs, and the information of the most highly expressed ten miRNAs is listed in Supplementary Table S3. 

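miR-1, which is known from muscle, had the highest signal in the larvae, followed by bantam-3p and miR-276-3p. These 3 miRNAs held 45.98% of all signal as the mean of the 4 groups, and the 10 highest held 76.84%. A length of 22 nt, the usual length of an insect miRNA, was the most common among the sequences and held the most signal in each library. miR-6497-5p, an 18 nt sequence, ranked higher in control larvae than after the insecticides, which rested on control replicates 1 and 2.

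Mean signal over the 4 groups was 328671 for miR-1, 251225 for bantam-3p, 224264 for miR-276-3p, 158454 for miR-8, and 120998 for miR-2766-3p. miR-6497-5p followed with 92490.7, then miR-31-5p with 58188, miR-100 with 45784, miR-9a-5p with 32621, and miR-10-5p with 31054. Of these 10 miRNAs, 8 are among the 10 of Supplementary Table S3. In control larvae the signal of miR-1 was 354396 ± 129665 (SD, n = 3 libraries), and it was 298245 ± 86721 after cyantraniliprole, 293771 ± 30917 after spinetoram, and 368270 ± 70061 after emamectin benzoate. These differences are smaller than the spread between control libraries. The signal of miR-6497-5p was 615923, 255620, and 6579.59 in control replicates 1, 2, and 3. It was 44726 ± 11080 after cyantraniliprole, 13832 ± 5166 after spinetoram, and 18698 ± 6679 after emamectin benzoate.

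All entries of miR-6497 and miR-6498 together held 47.3% of the signal of control replicate 1 and 27.4% of that of control replicate 2, but 0.854% of that of control replicate 3. Their share was 4.68% ± 0.972 after cyantraniliprole, 1.81% ± 0.820 after spinetoram, and 2.14% ± 0.416 after emamectin benzoate (SD, 3 libraries each). The difference from control gave p = 0.4 for each insecticide in a two-sided exact permutation test, where 3 libraries against 3 allow no p under 0.1. Without control replicates 1 and 2 the share was higher after each insecticide, by 3.83, 0.959, and 1.28 percentage points.

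The sequences were 18 to 25 nt long. Of the 365, 136 (37.26%) were 22 nt long, 16.16% were 23 nt, and 10.68% were 21 nt. By signal, 22 nt sequences held 58.2% ± 16.0 in control libraries, with a range of 42.5% to 74.5%. They held 74.8% ± 1.5 after cyantraniliprole, 76.5% ± 1.48 after spinetoram, and 77.9% ± 0.272 after emamectin benzoate. Sequences of 18 nt held 15.7% ± 15.2 in control libraries.

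**Figure D1:**
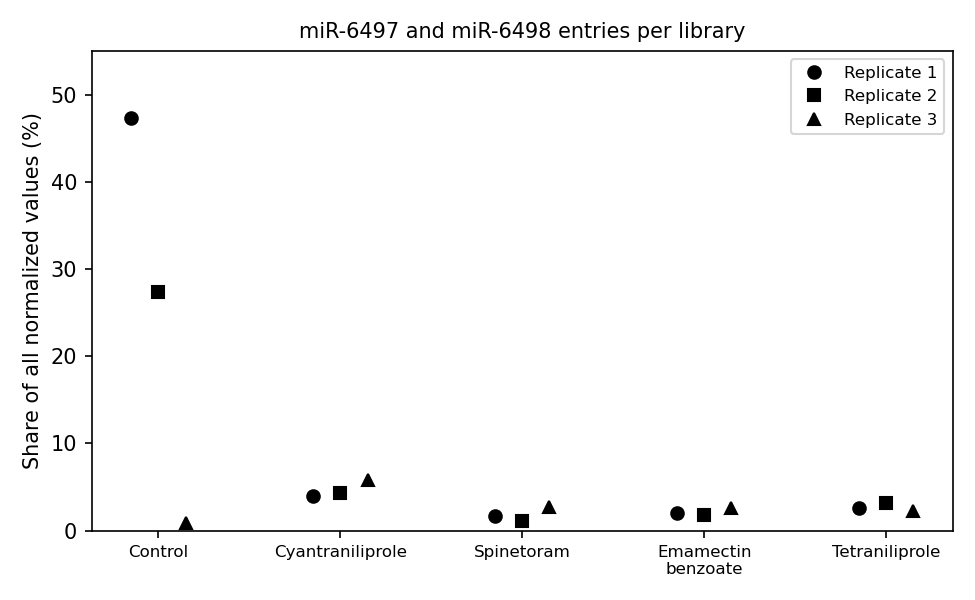
Share of the signal of each library held by all miR-6497 and miR-6498 entries, in percent, by group, with 1 point per library and the shape of the point for its replicate number. Control replicates 1 and 2 lie at 47.3% and 27.4%, and control replicate 3 lies at 0.854%.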

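The larvae carried many variants of a few miRNA families and single members of many others. Families with the most sequences were miR-10491, listed in miRBase for *S. frugiperda*, and miR-279, which is known from the nervous system of flies. The muscle family miR-1 and the miR-2 family, which is known to limit cell death in flies, came next.

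Grouped by the number in their name, the 343 sequences of known miRNAs or hairpins fell into 130 families. The largest were miR-10491 with 17 sequences, miR-279 with 13, miR-1 with 11, miR-2 with 10, and miR-10454 with 9. A single sequence made up 46 of the families. Over the sequences with a signal of at least 10 in at least 3 libraries, the number of families was 98 and the largest was miR-279 with 11 sequences. Sequences of a family include variants that differ at an end or by a single base, which a sequencing error can also produce.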

The conservative profile of miRNAs in *S. frugiperda* was explored, and 58 miRNA sequence families were identified from the miRBase database (Figure 2A). miR-1 was the family with the largest number of miRNAs (Figure 2A). Furthermore, the frequency of miRNA identified in *S. frugiperda* in other insect species was analyzed. *Bombyx mori* and *Manduca sexta* shared 61 and 56 of their conserved miRNAs with *S. frugiperda*, respectively (Figure 2B). The sequencing data would greatly expand the number of miRNAs in *S. frugiperda*.

**FIGURE 1:**
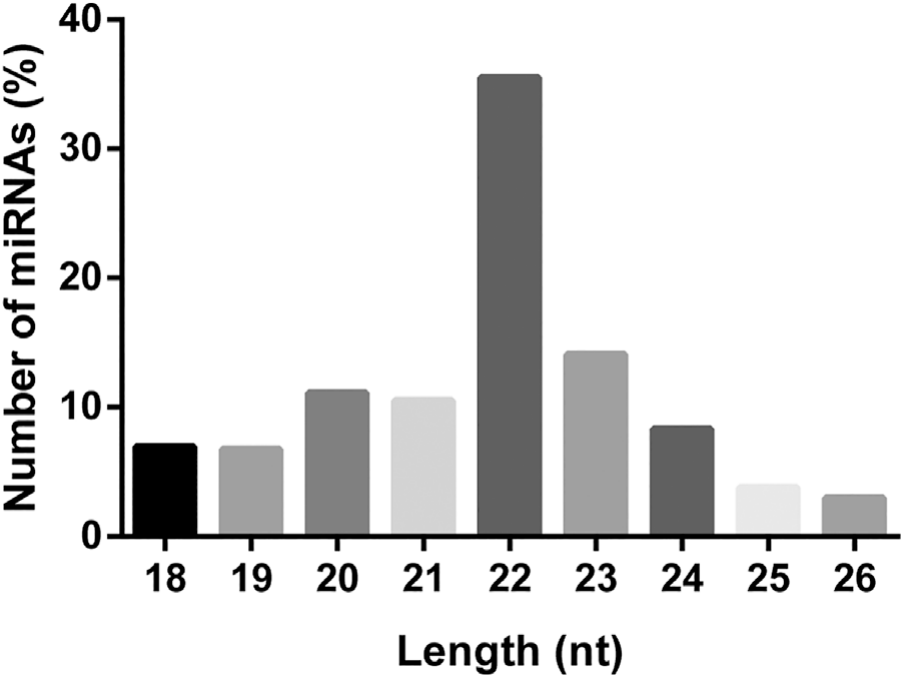
Length distribution of miRNAs in *S. frugiperda*.

**FIGURE 2:**
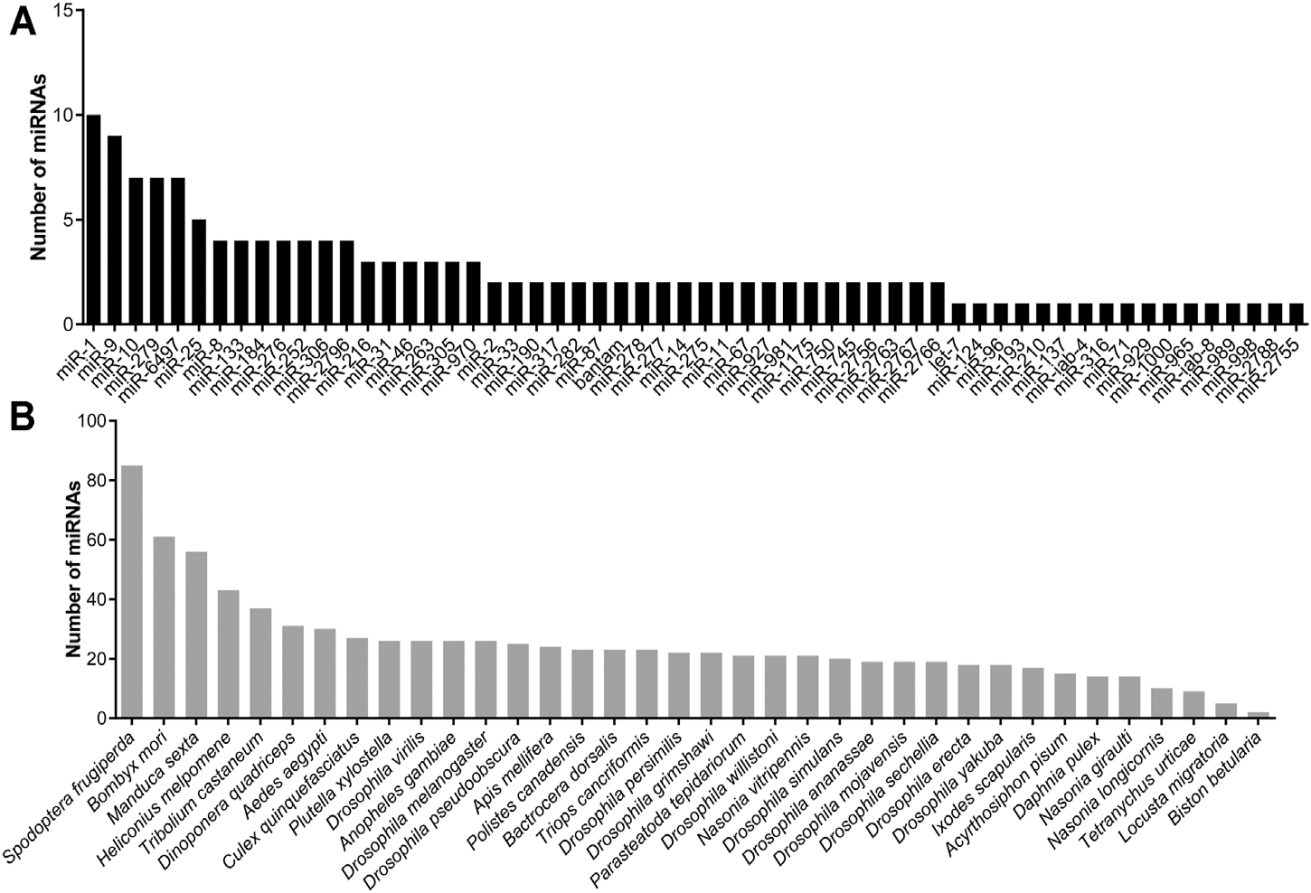
Characterization analysis of miRNAs in *S. frugiperda.* **(A)** Number of miRNAs in different family. **(B)** Number of miRNAs shared with other insect species.

### Analysis of Differentially Expressed miRNAs

After insecticide treatment, the differentially expressed miRNAs were determined by normalized read counts. Compared to control, 24 miRNAs were differentially expressed in cyantraniliprole treatment, 16 were significantly upregulated, and 8 were significantly downregulated (Figure 3A). 

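Cyantraniliprole acts on the ryanodine receptor, the calcium channel of muscle. After 24 h on it, the larvae held less miR-278-5p than control larvae, and no miRNA rose past the test. miR-278 is known from flies for its part in fat and insulin response. The muscle miRNA miR-1 did not pass the test, and neither did miR-8 or miR-276-3p, which are likewise abundant.

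miR-278-5p fell from 884 ± 108 in control to 268 ± 37.8 (SD, n = 3 libraries each), a log2 fold change of -1.72 (standard error 0.247, adjusted p = 0.00798 from limma). All 3 treated libraries lay below all 3 control libraries. The call was lost in 4 of 25 alternatives, among them scaling by the total of each library, where the log2 fold change was -1.34, the paper's analysis of variance, and the fit without cyantraniliprole replicate 3. Among the miRNAs next to the threshold, PC-5p-4420 had a log2 fold change of -1.66, miR-79-5p of -0.85, and both had an adjusted p of 0.0596. mir-308-p3 had 1.21 (adjusted p = 0.0837). miR-1 had -0.23 (adjusted p = 0.705).

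Of 16 miRNAs linked to fat and energy use, 1 fell, none rose, and 15 did not pass the test, and 3 rose and 3 fell when adjusted over the list alone. None of the 10 K-box miRNAs (3p arms of miR-2, miR-13, miR-11, and miR-308) passed, and 1 rose and 1 fell when adjusted over the list alone. None of the 5 arms opposite to miR-2 and miR-13 passed, and 2 fell when adjusted over the list alone. Their median log2 fold change was 0.31 while their mean was -0.11 and limma's camera gave them a lower direction (adjusted p = 0.147). None of 7 muscle miRNAs (miR-1 and miR-133), 7 miRNAs of the miR-9 family, or 4 of the let-7 complex passed. The let-7 complex had a median of 1.22 and a mean of 1.33, against a lower direction in camera (adjusted p = 0.787), and 2 of its 4 entries match vertebrate sequences. The 11 miR-6497 and miR-6498 entries had a median of -1.56 (camera, adjusted p = 0.00371), but adjusted p = 0.841 with an estimated correlation, and no single entry passed. For the 33 predicted arms of known hairpins, which include those 11, the median was -0.76 (adjusted p = 0.147). These 2 medians were above 0 without control replicates 1 and 2, at 2.46 and 1.58.

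Tetraniliprole belongs to the same class, the anthranilic diamides. Compared directly, miR-10465-2-3p was higher after cyantraniliprole (251 ± 54.5 against 71.3 ± 17.8, log2 difference 1.81, 95% interval 1.35 to 2.27, adjusted p = 0.00031), and so was miR-34-5p (0.94, adjusted p = 0.0410). miR-277-3p was lower (10586 ± 1551 against 20239 ± 5906, -0.91, adjusted p = 0.0353), and PC-3p-31805 was listed at 0 in all 3 cyantraniliprole libraries. miR-10465-2-3p passed in 26 of 27 alternatives, miR-34-5p in 14, and miR-277-3p in 16. These differences can include one of dose or time, which are not given for tetraniliprole.

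Over the 228 miRNAs, 0 were higher and 1 was lower at an adjusted p under 0.05 from limma. At an unadjusted p under 0.05, 26 were higher and 11 were lower, and 16 and 7 of them also had a log2 fold change beyond 1 in size, the thresholds of the paper. The treated and control libraries did not overlap for 35 miRNAs (15.4%), where chance gives 10%. Without control replicate 3 the count at an adjusted p under 0.05 was 57 and that at the paper's thresholds was 62. Without control replicates 1 and 2 the first was 15.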

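Spinetoram acts on nicotinic acetylcholine receptors of the nervous system. In larvae that ate it, the predicted miRNA PC-3p-31805 was present where control larvae listed it at 0, and miR-278-5p was lower. The miRNAs known from the nervous and sensory system did not pass the test as single miRNAs or as a group. miR-6497-5p, the 18 nt sequence that was high in control replicates 1 and 2, did not pass either.

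PC-3p-31805 was listed at 0 in all control and all cyantraniliprole libraries and had a signal of 29.6, 27.5, and 24.5 in the 3 spinetoram libraries (adjusted p = 0.00446 from limma). A signal of that size is close to the smallest value above 0 in control replicate 1 (22.9), so the 0 in that library tells little. miR-278-5p fell to 365 ± 135 (log2 fold change -1.33, adjusted p = 0.0332). That call was lost without control replicate 1 (adjusted p = 0.0951) and in 15 of 25 alternatives in all. miR-6497-5p had a log2 fold change of -2.94 with a standard error of 1.30 (adjusted p = 0.192). miR-100 had -0.64, miR-79-5p -0.77, miR-2779 2.93, and mir-184-p5 2.99, each with an adjusted p of 0.0900. Without control replicates 1 and 2, miR-2779 had 1.10 and mir-184-p5 0.54, so their size rested on those libraries, while miR-100 had -0.61 and miR-79-5p -0.63.

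Of 8 predicted PC miRNAs, 1 rose, none fell, and 7 did not pass. Among 20 miRNAs that the paper links to resistance in other arthropods (miR-7, miR-1, miR-2, miR-13, and miR-278-3p), none passed, and 1 rose and 3 fell when adjusted over the list alone. None of 7 miRNAs of the nervous and sensory system (miR-124, miR-137, miR-210, miR-1000, miR-263, and miR-96), 4 of the gut and Malpighian tubule (miR-281 and miR-275), or 11 of the miR-279 family passed. The 9 miR-10491 entries all had a log2 fold change above 0, with a median of 0.74 and none past the test. None of 4 sequences like tRNA passed, and 1 rose when adjusted over the list alone. The miR-6497 and miR-6498 entries had a median of -2.98 (camera, adjusted p = 1.76e-06), but adjusted p = 0.669 with an estimated correlation. The predicted arms had a median of -1.91 (adjusted p = 0.000298, and adjusted p = 0.612 with an estimated correlation). Both medians were above 0 without control replicates 1 and 2, at 0.932 and 0.55.

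From limma, 1 miRNA was higher and 1 was lower at an adjusted p under 0.05. At an unadjusted p under 0.05 these counts were 35 and 22, and at the paper's thresholds 15 and 13. The libraries did not overlap for 42 miRNAs (18.4%), where chance gives 10%. Without control replicate 3 the count at an adjusted p under 0.05 was 77, and without control replicate 1 it was 1. At the paper's thresholds these counts were 74 and 16.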

A total of 22 miRNAs were significantly upregulated and 7 were significantly downregulated between spinetoram treatment and control (Figure 3B). In addition, 31 miRNAs were found to be differentially expressed in both emamectin benzoate treatment and control, 23 were upregulated, and 8 were downregulated (Figure 3C). These results indicated that miRNAs could be induced by insecticides in *S. frugiperda*.

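Emamectin benzoate acts on glutamate-gated chloride channels of nerve and muscle. The miRNAs that passed the test after it went both ways. miR-10460-5p, a miRNA of *S. frugiperda*, was nearly lost, and miR-13b-3p, of a family known to limit cell death in flies, was lower. miR-2766-3p, which is among the 10 most abundant miRNAs, was higher. miR-34-5p, known from flies for its link to ecdysone and ageing, did not pass.

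miR-10460-5p fell from 39.9 to 248 in the control libraries to between 0 and 4.29 after emamectin benzoate (log2 fold change -5.14, standard error 0.796, adjusted p = 0.0152). The cyantraniliprole and spinetoram libraries held 56.1 ± 27.0 and 69.6 ± 9.69 (SD, n = 3), and in direct comparisons they were higher than those of emamectin benzoate by 4.16 (adjusted p = 0.0414 from limma) and 4.57 (adjusted p = 0.0397 from limma) on the log2 scale. These 2 calls were lost in 17 and 13 of 23 alternatives. With the replicate number as a block, the adjusted p of the second was 0.113 from limma. It passed with the block when only the spinetoram and emamectin benzoate libraries were used. That pairing was chosen from these values and the fit had 2 residual degrees of freedom, so this adds no independent evidence. PC-3p-31805 was listed at 0 in control and had a signal of 13.1, 5.37, and 21.5 (adjusted p = 0.0219). miR-13b-3p fell from 1401 ± 192 to 778 ± 128 (log2 fold change -0.85, adjusted p = 0.0420), and PC-5p-4420 fell from 356 ± 155 to 92.1 ± 19.8 (-1.86, adjusted p = 0.0472). miR-2766-3p rose from 90029 ± 6499 to 143602 ± 16827 (0.67, adjusted p = 0.0472), and miR-10483-5p rose from 422 ± 147 to 824 ± 113 (1.01, adjusted p = 0.0488). Against control, miR-10460-5p passed in 21 of 25 alternatives and PC-3p-31805 in 14 of 22. The other calls were lost in most of the 25, with miR-13b-3p past the test in 10, PC-5p-4420 in 7, miR-2766-3p in 6, and miR-10483-5p in 5. miR-34-5p had 0.84 (adjusted p = 0.0619), and miR-278-5p had -0.99 (445 ± 50.8, adjusted p = 0.0619).

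Of 36 miRNAs numbered miR-10454 to miR-10513 and listed for *S. frugiperda*, 1 rose, 1 fell, and 34 did not pass. Of the 10 K-box miRNAs, 1 fell and 9 did not pass. Among 9 miRNAs of the miR-277, miR-317, and miR-34 cluster none passed, and 3 rose and 1 fell when adjusted over the list alone. Of 11 miRNAs linked to ecdysone none passed, and 1 rose when adjusted over the list alone. None of 9 miRNAs of the miR-10 family and the Hox clusters passed. Of the 10 miRNAs of Supplementary Table S3, 1 rose and 9 did not pass. The miR-6497 and miR-6498 entries had a median of -3.27 (camera, adjusted p = 5.87e-06), but adjusted p = 0.91 with an estimated correlation, and 4 of the 11 fell when adjusted over the list alone. The predicted arms had a median of -1.54 (adjusted p = 0.000206, and adjusted p = 0.91 with an estimated correlation). Without control replicates 1 and 2 both medians were above 0, at 1.44 and 0.13.

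In all, 3 miRNAs were higher and 3 were lower at an adjusted p under 0.05 from limma. At an unadjusted p under 0.05, 38 were higher and 18 lower, and at the paper's thresholds 19 and 11. The libraries did not overlap for 44 miRNAs (19.3%), where chance gives 10%. Without control replicate 1 none passed, and the adjusted p was 0.0557 for miR-10460-5p, 0.0558 for miR-13b-3p, 0.0793 for PC-3p-31805, 0.132 for miR-2766-3p, 0.152 for PC-5p-4420, and 0.167 for miR-10483-5p. Without control replicate 3 the count was 67, and without control replicates 1 and 2 it was 12, with miR-10460-5p at -3.80 (adjusted p = 0.0412).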

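In the fit to 12 libraries, a small set of miRNAs passed the test after each insecticide. PC-3p-31805 passed after spinetoram and emamectin benzoate, and miR-278-5p after cyantraniliprole and spinetoram. miR-10460-5p passed after emamectin benzoate, and no miRNA passed after all 3. This depended on the libraries used. In the fit to all 15 libraries more miRNAs passed after each insecticide, and 6 of the 8 measured miRNAs of Supplementary Table S5 passed after all 3. The log2 fold changes were the same in both fits, since the tetraniliprole libraries entered only the estimate of the spread. That spread is pooled over the groups. Tetraniliprole libraries correlated at 0.981 to 0.987 with each other and control libraries at 0.779 to 0.891, so the pooled spread can be too small for the controls. The most abundant miRNA, miR-1, passed after none of the 3 insecticides.

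Direct comparisons between the insecticides were made with limma over the same 228 miRNAs. Between cyantraniliprole and spinetoram, 1 miRNA differed, which was PC-3p-31805, and 5 differed at an unadjusted p under 0.05. Cyantraniliprole and emamectin benzoate differed in 2 miRNAs, PC-3p-31805 and miR-10460-5p, and in 20 at an unadjusted p under 0.05. Between spinetoram and emamectin benzoate, miR-10460-5p passed, with 15 at an unadjusted p under 0.05. With the replicate number as a block, the number between these 2 groups was 0 over the 12 libraries and 34 in a fit to their 6 libraries alone, which had few degrees of freedom and can give too many. The calls between cyantraniliprole and emamectin benzoate and between spinetoram and emamectin benzoate were lost in most alternatives, with 14 of 21 for PC-3p-31805. That between cyantraniliprole and spinetoram stayed in the 22 alternatives that were fixed in advance and tested this miRNA. Raising low values to the smallest value of control replicate 1 removes the difference by construction. miR-278-5p passed in none of these comparisons, with a log2 difference of -0.73 between cyantraniliprole and emamectin benzoate (unadjusted p = 0.0139 and adjusted p = 0.264 from limma). The size of the changes was uncertain for most miRNAs. The median log2 fold change over all of them was 0.20 after cyantraniliprole, 0.29 after spinetoram, and 0.17 after emamectin benzoate, and the median width of a 95% interval was 2.04. The interval lay within a log2 fold change of 1 on either side of 0 for 31.6%, 27.6%, and 32.9% of the miRNAs. Simulated data with the same spread lacked the difference between the control libraries. In them limma recovered 28% to 32.05% of changes of 1 on the log2 scale. A miRNA that did not pass was therefore not shown to be stable. From the miRNAs that differed from control after each treatment, the paper proposes that insecticides can induce miRNAs in *S. frugiperda*.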

**FIGURE 3:**
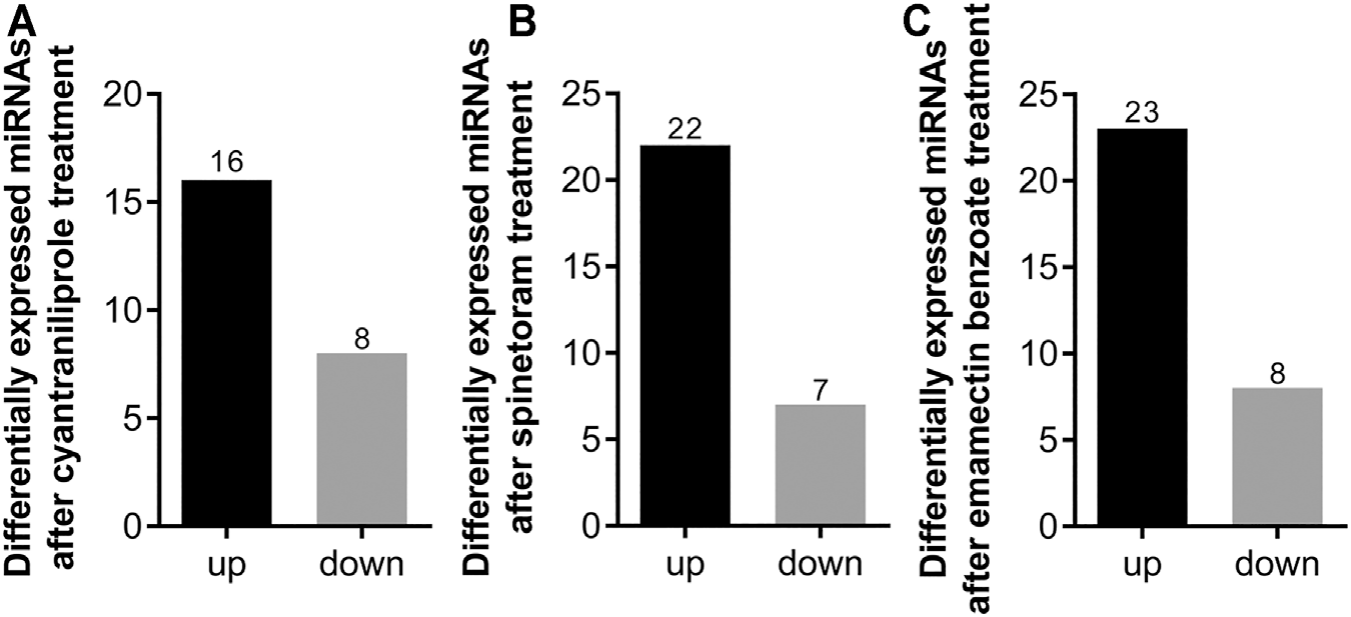
Number of differentially expressed miRNAs after insecticide treatment. **(A)** Number of differentially expressed miRNAs after cyantraniliprole treatment. **(B)** Number of differentially expressed miRNAs after spinetoram treatment. **(C)** Number of differentially expressed miRNAs after emamectin benzoate treatment.

### Prediction Targets of Differentially Expressed miRNAs and Functional Analysis

In order to understand the miRNA functions in insecticide resistance, the targets of differentially expressed miRNAs were predicted (Supplementary Table S4). To predict the functions of these target genes, the GO and KEGG enrichment analyses were performed. The target genes were assigned the terms of the biological process, cellular component, and molecular function, and the cytoplasm was the most enriched subgroup (Figure 4A). The top twenty significantly enriched KEGG pathways of the miRNA target genes are presented in Figure 5. The MAPK signaling pathway-fly, endocytosis, Wnt signaling pathway, autophagy-animal, and apoptosis-fly were the five most significantly enriched pathways (Figure 4B).

**FIGURE 4:**
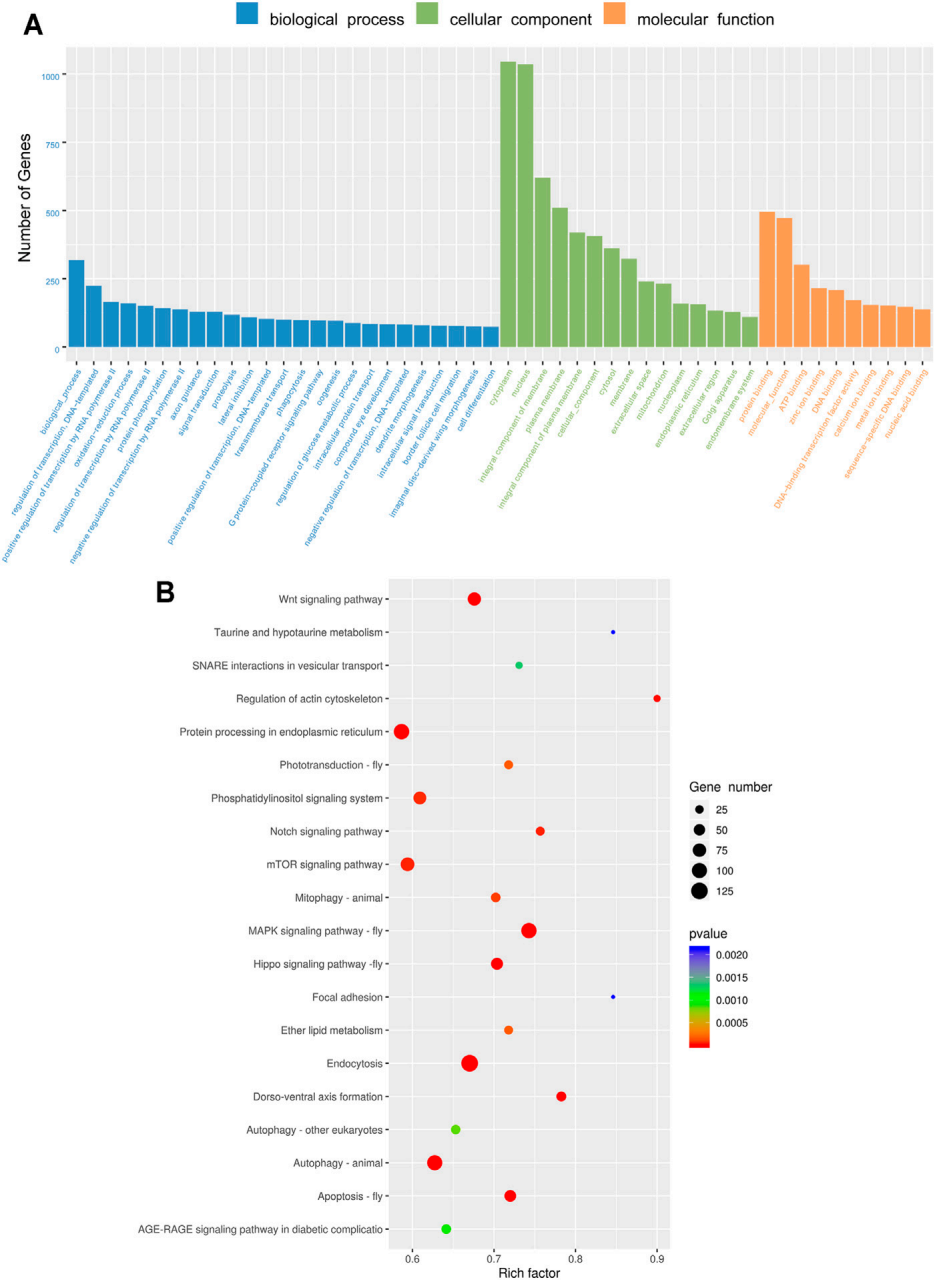
Gene Ontology (GO) term and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway of the target genes. **(A)** Gene Ontology (GO) term of the target genes of differentially expressed miRNAs. **(B)** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment of the target genes of differentially expressed miRNAs.

**FIGURE 5:**
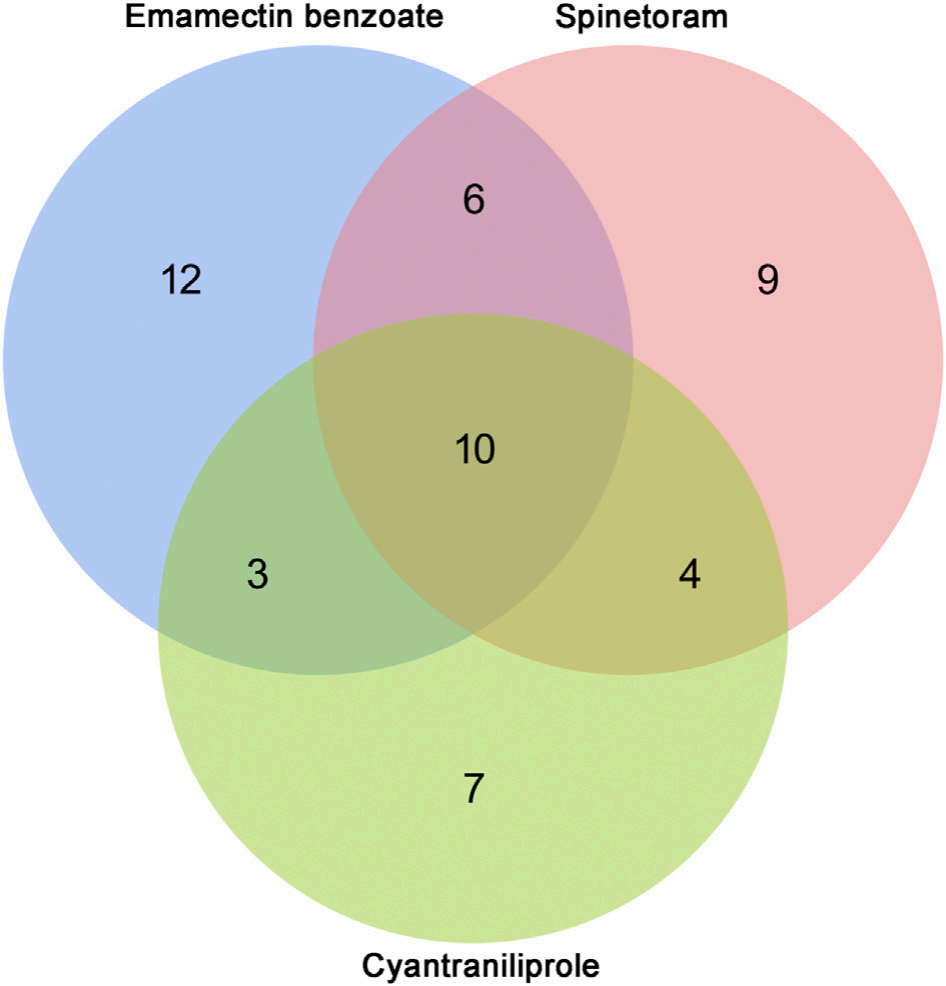
Venn diagram of differentially expressed miRNAs after cyantraniliprole, spinetoram, and emamectin benzoate treatment.

### Analysis of Common Differentially Expressed miRNAs Under Insecticide Treatment

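Several miRNAs lay on the same side of control after all 3 insecticides, though most did not pass the adjusted threshold. miR-2a-5p and miR-2b-5p, the opposite arms of the miR-2 family, were on the low side with miR-278-5p and miR-13b-3p. miR-981, miR-2766-3p, miR-10483-5p, and miR-10485-5p were on the high side. Of the 10 miRNAs in Supplementary Table S5, these 8 were measured, and PC-5p-65875 and PC-3p-2374 were not analysed here.

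Of the 8, 1 fell and 7 did not pass after cyantraniliprole, 1 fell and 7 did not pass after spinetoram, and 2 rose, 1 fell, and 5 did not pass after emamectin benzoate. When adjusted over the list alone, 4 rose and 4 fell after each insecticide. The list was chosen by the study on these samples, so this is not independent evidence. For each of the 8 the treated libraries lay apart from the control libraries after each insecticide, and each had an unadjusted p under 0.05 from limma. None of the 8 passed the adjusted threshold after all 3 insecticides. With a mean signal of at least 50 required, or with the isoforms of a miRNA summed, miR-278-5p, miR-13b-3p, miR-2b-5p, and miR-10483-5p did, and with all 15 libraries in the fit miR-2a-5p and miR-2766-3p did as well. Without control replicate 3 the number was 7. The tetraniliprole libraries in the fit to 15 changed only the estimate of the spread and left the log2 fold changes as they were.

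miR-2b-5p had a signal of 203 ± 33.5 in control (SD, 3 libraries) and of 87.3 ± 14.2, 99.5 ± 16.3, and 103 ± 3.90 after cyantraniliprole, spinetoram, and emamectin benzoate, with adjusted p values of 0.0583, 0.0665, and 0.0619. miR-2a-5p went from 349 ± 54.4 to 162 ± 24.1, 175 ± 38.1, and 209 ± 41.2 (adjusted p = 0.0583, 0.0665, and 0.0998). miR-13b-3p was 875 ± 132 after cyantraniliprole and 862 ± 47.5 after spinetoram, with log2 fold changes of -0.68 and -0.69. For miR-981 the signal was 131 ± 35.8 in control and 211 ± 16.1, 247 ± 25.2, and 210 ± 17.7 after the insecticides (adjusted p = 0.124, 0.0665, and 0.0920). miR-10485-5p went from 70.5 ± 13.8 to 134 ± 20.4, 109 ± 10.1, and 109 ± 11.3 (adjusted p = 0.0837, 0.165, and 0.143). miR-10483-5p was 814 ± 89.4 after cyantraniliprole and 779 ± 61.1 after spinetoram, and miR-2766-3p was 126431 ± 17224 and 123929 ± 4505.

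At the paper's thresholds, 15 other miRNAs passed after all 3 insecticides, 13 of them higher and 2 lower. The higher ones were miR-274-5p, mir-10455-p5, and isoforms or variants of miR-252-5p, miR-277-3p, miR-2779, miR-79-3p, miR-307, mir-184-p5, miR-2a-3p, miR-10483-2-3p, miR-7-3p, miR-14-3p, and miR-279b-3p. The lower ones were a variant of mir-87-p5 and PC-5p-4420. The most abundant entry of miR-277-3p was not among them. These 15 were chosen after their values were seen. With a mean signal of at least 50 required, 1 miRNA passed, without control replicate 1 the number was 5, and without control replicate 3 it was 47. In 100 simulations in which no group differed and the libraries varied as measured, a mean of 13.16 miRNAs and at most 22 passed all 3 comparisons, which share their controls.

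**Figure D2:**
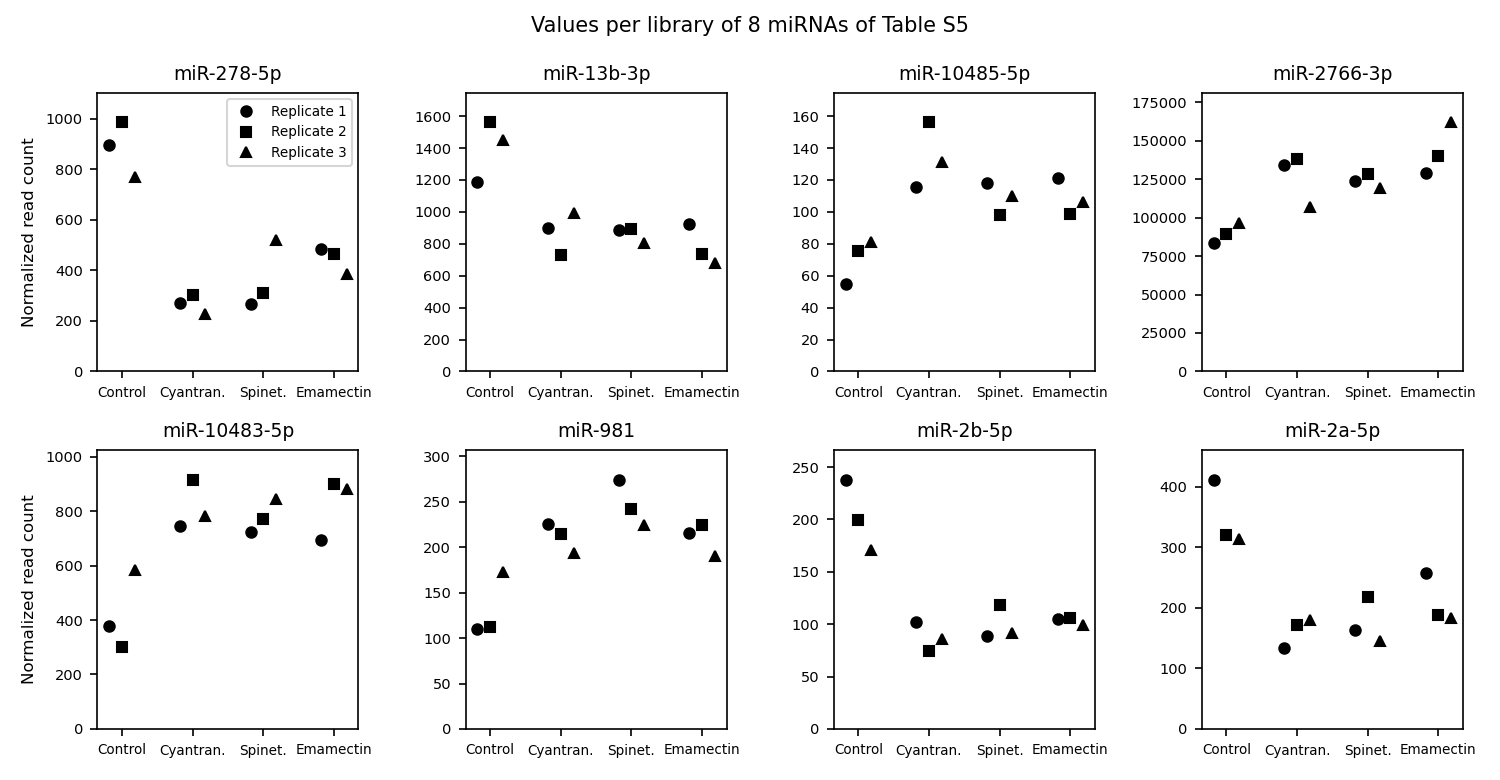
Signal of the 8 measured miRNAs of Supplementary Table S5 in each library, by group, with 1 point per library and the shape of the point for its replicate number. The mean of miR-278-5p goes from 884 in control to 268 after cyantraniliprole, and that of miR-981 from 131 to 211.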

A total of ten miRNAs were significantly differentially expressed among the treatments of cyantraniliprole, spinetoram, and emamectin benzoate, including miR-278-5p, miR-13b-3p, miR-10485-5p, PC-5p-65875, miR-2766-3p, miR-10483-5p, miR-981, miR-2b-5p, miR-2a-5p, and PC-3p-2374 (Supplementary Table S5, Figure 5). The relative expression of ten differentially expressed miRNAs was validated by RT-qPCR. Compared to control, 4 miRNAs, including miR-278-5p, miR-13b-3p, miR-10485-5p, and miR-10483-5p, were significantly downregulated among the treatments of cyantraniliprole, spinetoram, and emamectin benzoate (Figures 6A–C,F). miR-981 was significantly upregulated among the treatments of cyantraniliprole, spinetoram, and emamectin benzoate (Figure 6G). miR-2766-3p was significantly upregulated between spinetoram and emamectin benzoate treatments (Figure 6E). miR-2b-5p was significantly downregulated and upregulated after cyantraniliprole and spinetoram treatments, respectively (Figure 6H). PC-3p-2374 was significantly downregulated after the spinetoram treatment (Figure 6J). The relative expression levels of PC-5p-65875 and miR-2a-5p showed no significant difference among the treatments of cyantraniliprole, spinetoram, and emamectin benzoate compared to control (Figures 6D–I).

**FIGURE 6:**
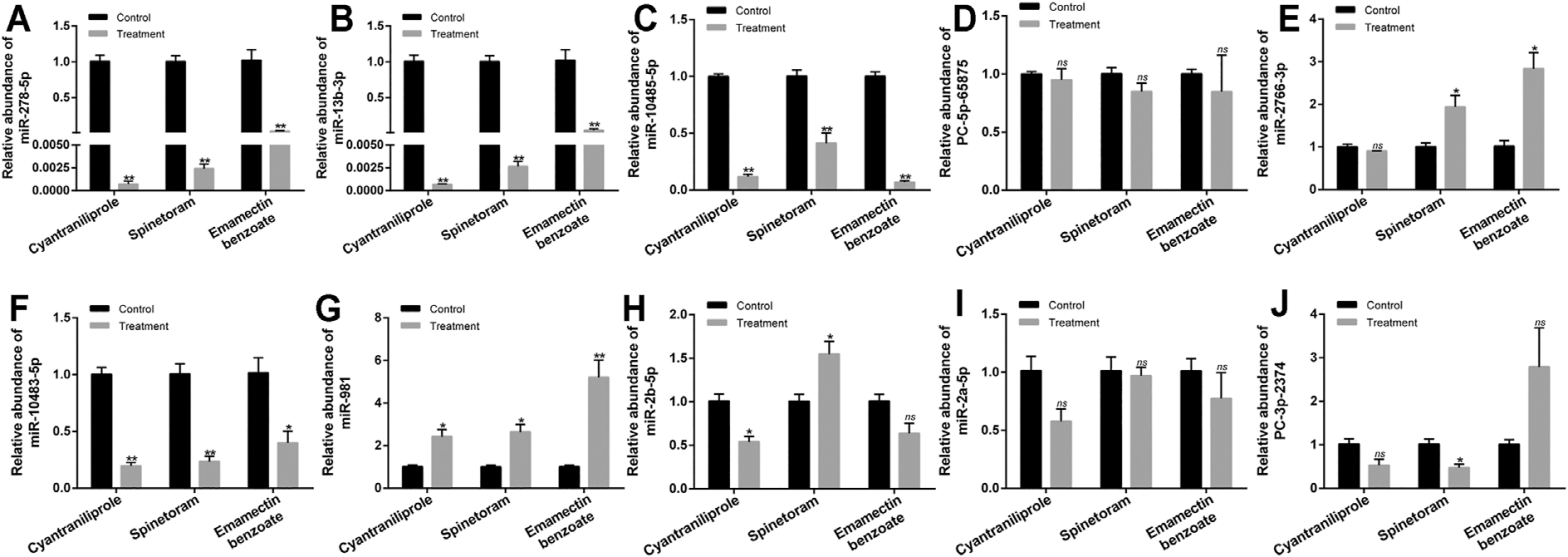
Relative expression of ten miRNAs after the treatments of cyantraniliprole, spinetoram, and emamectin benzoate. **(A–J)** Relative expressions of miR-278-5p, miR-13b-3p, miR-10485-5p, PC-5p-65875, miR-2766-3p, miR-10483-5p, miR-981, miR-2b-5p, miR-2a-5p, and PC-3p-2374 after the treatments of cyantraniliprole, spinetoram, and emamectin benzoate. The asterisk (*) and asterisks (**) indicate *p* < 0.05 and *p* < 0.01. *ns* represents no significant difference. Results are shown as the average±standard error (SE).

Furthermore, the expression profiles of miR-278-5p, miR-13b-3p, miR-10485-5p, and miR-10483-5p were further investigated in different tissues of *S. frugiperda*. As shown in Figure 7A, miR-278-5p had the highest expression in the Malpighian tubule and the lowest expression in the midgut. The expression of miR-13b-3p had no significant difference in the tissues of the salivary gland, fat body, Malpighian tubule, and midgut (Figure 7B). Similar to miR-278-5p, miR-10485-5p had the highest expression in the Malpighian tubule and the lowest expression in the midgut (Figure 7C). The expression of miR-10483-5p had the highest expression in the salivary gland and the lowest expression in the midgut (Figure 7D).

**FIGURE 7:**
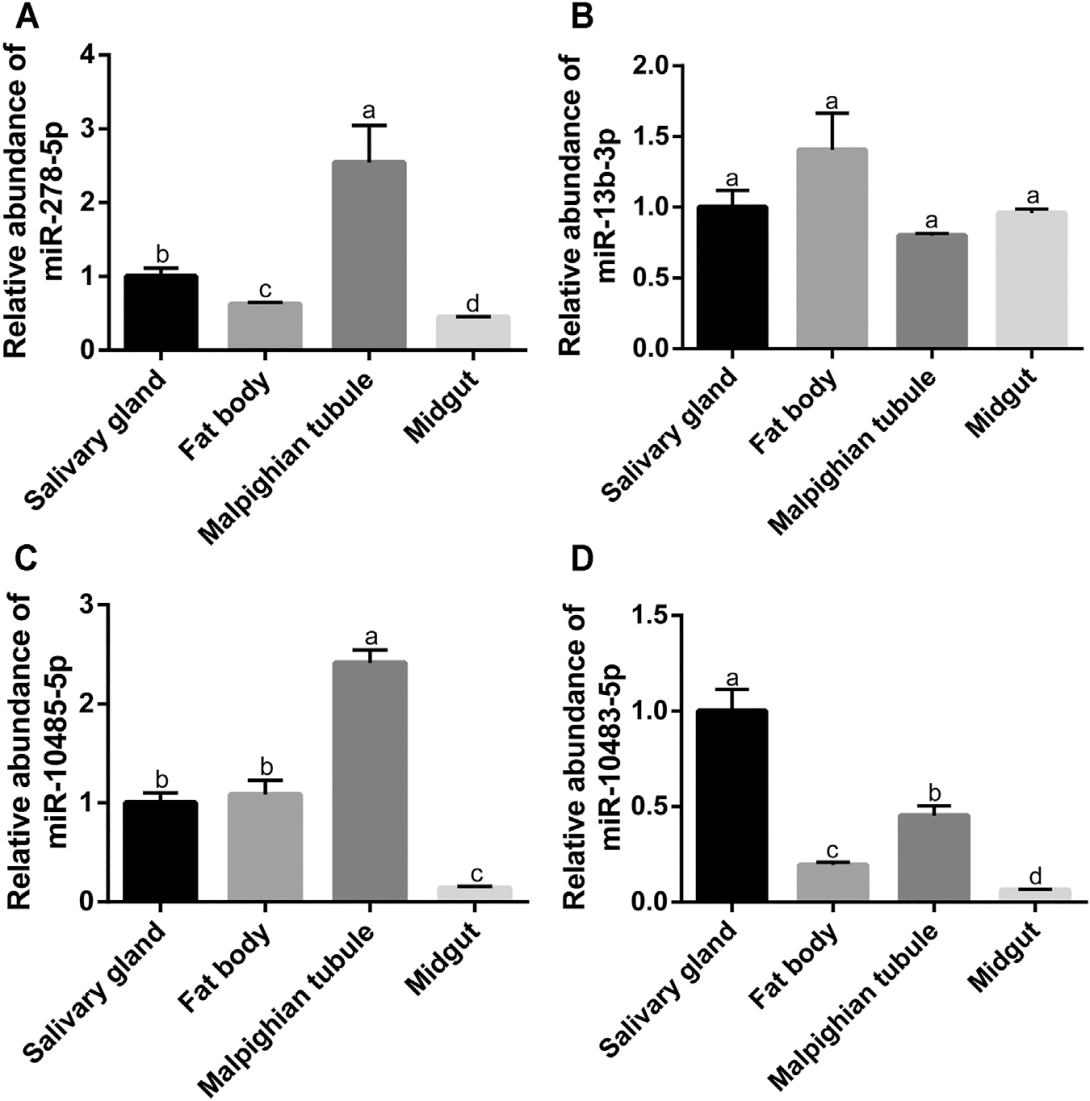
Expression of four miRNAs in different tissues of *S. frugiperda*. **(A–D)** Analysis of the miR-278-5p expression at the different tissues of the salivary gland, fat body, Malpighian tubule, and midgut. The letters a, b, c, d, e, and f represent significant differences (*p* < 0.05). Results are shown as the average±standard error (SE).

The predicted target genes of miR-278-5p, miR-13b-3p, miR-10485-5p, and miR-10483-5p that might participate in the xenobiotic metabolism were further investigated. Some target genes have been verified to play vital functions in responses to xenobiotics, such as G-protein–coupled receptor, cytochrome P450 monooxygenases, ATP-binding cassette transporters, and UDP-glycosyltransferase (Supplementary Table S6).

### miRNAs Impact the Susceptibility of *S. frugiperda* to Insecticides

The functions of miR-278-5p, miR-13b-3p, miR-10485-5p, and miR-10483-5p in the tolerance of cyantraniliprole, spinetoram, and emamectin benzoate were studied by miRNA agomir injection. The relative abundance of miR-278-5p, miR-13b-3p, miR-10485-5p, and miR-10483-5p was significantly elevated by injection of agomir-miR-278-5p, agomir-miR-13b-3p, agomir-miR-10485-5p, and agomir-miR-10483-5p (Supplementary Figure S3). The mortality was significantly increased in agomir-miR-278-5p, agomir-miR-13b-3p, agomir-miR-10485-5p, and agomir-miR-10483-5p injection, with LC_50_ doses of cyantraniliprole and emamectin benzoate treatment (Figures 8A–D). In addition, the mortality was significantly increased in agomir-miR-13b-3p, agomir-miR-10485-5p, and agomir-miR-10483-5p injection, with an LC_50_ dose of spinetoram treatment (Figures 8B–D). The mortality showed no significant difference in agomir-miR-278-5p injection, with an LC_50_ dose of spinetoram treatment (Figure 8A). These results indicated that miR-278-5p, miR-13b-3p, miR-10485-5p, and miR-10483-5p could regulate the tolerance of *S. frugiperda* to insecticides.

**FIGURE 8:**
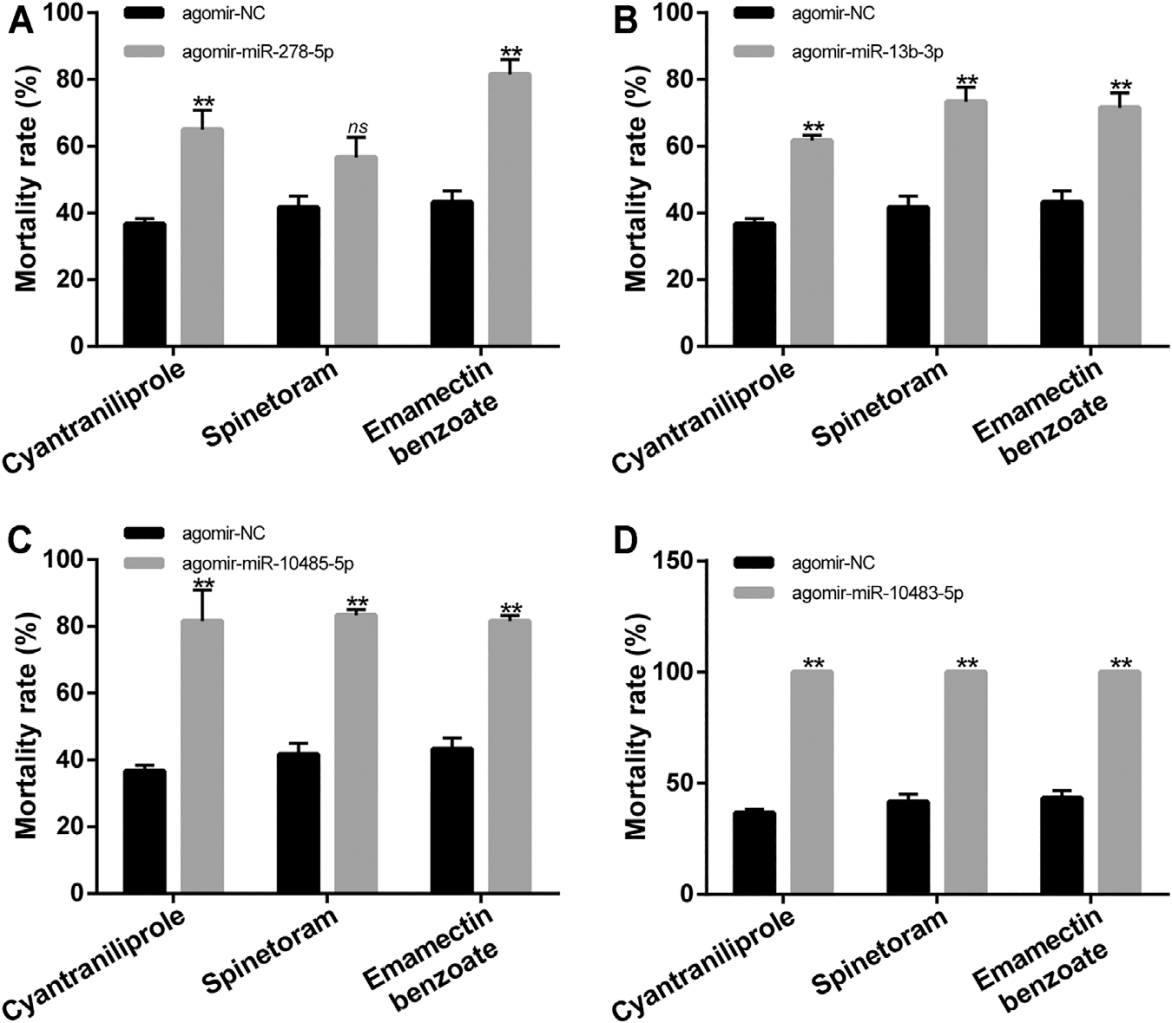
Mortality of *S. frugiperda* with LC_50_ doses of cyantraniliprole, spinetoram, and emamectin benzoate treatments after injection of miRNA agomir. **(A)** Mortality of *S. frugiperda* with LC_50_ doses of treatment of three insecticides after injection of agomir-miR-278-5p. **(B)** Mortality of *S. frugiperda* with LC_50_ doses of treatment of three insecticides after injection of agomir-miR-13b-3p. **(C)** Mortality of *S. frugiperda* with LC_50_ doses of treatment of three insecticides after injection of agomir-miR-10485-5p. **(D)** Mortality of *S. frugiperda* with LC_50_ doses of treatment of three insecticides after injection of agomir-miR-10483-5p. The asterisks (**) indicate *p* < 0.01. *ns* represents no significant difference. Results are shown as the average±standard error (SE).

## Discussion

With the advent of new computational methods and deep-sequencing technologies, an increasing number of miRNAs have been identified in several eukaryotes (Asgari, 2013). The functions of miRNAs are mainly focused on a variety of physiological processes in insects (Lucas et al., 2015b). Recently, major progress has been made in the miRNA regulatory roles in insecticide resistance by targeting detoxification genes in several insect species (Zhang et al., 2021b). It has been reported that a series of miRNAs participate in the antiviral immune defense in *S. frugiperda* (Karamipour et al., 2019). However, the profiles and functions of miRNAs in insecticide resistance and detoxification are still unknown in *S. frugiperda*.

Our present research systematically identified the miRNAs that might play regulatory roles in the tolerance of cyantraniliprole, spinetoram, and emamectin benzoate in *S. frugiperda*. A total of 379 conserved and 125 novel miRNAs existing in *S. frugiperda* were systematically identified in this study. A previous study has identified 215 and 239 miRNAs in the “corn-strain” and “rice-strain” *S. frugiperda*, respectively (Moné et al., 2018). Our sequencing data provide an important basis for further research about miRNAs in different physiological processes. The number of miRNAs identified in *S. frugiperda* was similar to that of other insects, such as *Plutella xylostella* (Zhu et al., 2017). The 22 nt length was the most abundant miRNAs in *S. frugiperda* which was similar to the previous reports in insects (Zhang et al., 2021c; Li et al., 2015b; Zhu et al., 2017; Mao et al., 2021; Zhang et al., 2021a). In addition, miR-1, miR-6497-5p, and miR-276-3p were the three most abundant miRNAs in *S. frugiperda*. miR-1 is a widely studied conserved miRNA, and a recent research showed that miR-1-3p was significantly downregulated in cyflumetofen-resistant strain of *Tetranychus cinnabarinus* and involved in the resistance to cyflumetofen *via* targeting the glutathione S-transferase gene (Zhang et al., 2018). These results indicated that the high abundance of miRNAs identified in *S. frugiperda* might also participate in the insecticide tolerance.

A total of 24, 22, and 31 miRNAs were differentially expressed after treatments of cyantraniliprole, spinetoram, and emamectin benzoate, respectively, suggesting that these miRNAs might play a regulatory role in the detoxification of insecticides in *S. frugiperda*. miRNAs play critical roles by regulating the transcript levels of target mRNA genes, thereby understanding the functions of target genes will be helpful to reveal the roles of miRNAs. In this study, the target genes of differentially expressed miRNAs were predicted by GO and KEGG enrichment analyses. Interestingly, the MAPK signaling pathway was the most significantly enriched pathway. Recent research has shown that cyantraniliprole could regulate the reproduction of *Bactrocera dorsalis* by affecting 20-hydroxyecdysone through the MAPK signaling pathway (Li et al., 2021b). These results indicated that miRNAs could affect the physiological and developmental pathways of *S. frugiperda* by the MAPK signaling pathway.

Furthermore, we found the relative expressions of miR-278-5p, miR-13b-3p, miR-10485-5p, PC-5p-65875, miR-2766-3p, miR-10483-5p, miR-981, miR-2b-5p, miR-2a-5p, and PC-3p-2374 were all significantly differentially expressed among the treatments of cyantraniliprole, spinetoram, and emamectin benzoate. The common differentially expressed miRNAs were likely to be involved in the tolerance of cyantraniliprole, spinetoram, and emamectin benzoate. However, as insects have complex insecticide-resistant mechanisms, these 10 miRNAs may also reveal common mechanisms of resistance to these three insecticides. Previous reports have shown that miR-2 and miR-13 could regulate the resistance to deltamethrin in *Culex pipiens pallens* (Guo et al., 2017). In addition, miR-278-3p could regulate the resistance to pyrethroid in *C. pipiens pallens* by targeting *CYP6AG11* (Lei et al., 2015). In order to further explore the roles of these 10 miRNAs in the tolerance of insecticides, the relative expressions were detected in *S. frugiperda* after treatments of cyantraniliprole, spinetoram, and emamectin benzoate by RT-qPCR. miR-278-5p, miR-13b-3p, miR-10485-5p, and miR-10483-5p were all significantly downregulated among the treatments of these three insecticides. Through tissue expression profiling, we found miR-278-5p, miR-10485-5p, and miR-10483-5p that were lowly expressed in the midgut of *S. frugiperda*, suggesting that their target genes were highly expressed in the midgut. Some target genes of miR-278-5p, miR-13b-3p, miR-10485-5p, and miR-10483-5p which previously reported relevant to insecticide resistance were discovered, mainly including P450s, ABC transporters, and UDP-glycosyltransferase (Lin et al., 2013; Perreault et al., 2013; Meng et al., 2020). However, a relationship between miRNAs and their target genes needs to be further researched. These results indicated that miRNAs might regulate the resistance to insecticides in *S. frugiperda* by targeting genes putatively participated in insecticide detoxication.

To further reveal the functions of miRNAs in the insecticide tolerance, we analyzed the mortality of *S. frugiperda* to cyantraniliprole, spinetoram, and emamectin benzoate after injection of miRNA agomir. The overexpression of miR-278-5p, miR-13b-3p, miR-10485-5p, and miR-10483-5p significantly increased the mortality of *S. frugiperda* to cyantraniliprole and emamectin benzoate treatment. Furthermore, the mortality was significantly increased with spinetoram treatment after overexpression of miR-13b-3p, miR-10485-5p, and miR-10483-5p. These results indicated that miR-278-5p, miR-13b-3p, miR-10485-5p, and miR-10483-5p could regulate the tolerance of *S. frugiperda* to cyantraniliprole, spinetoram, and emamectin benzoate and indicated that these four miRNAs might reveal a common mechanism to insecticide resistance.

## Conclusion

In summary, we identified the differentially expressed miRNAs in *S. frugiperda* after cyantraniliprole, spinetoram, and emamectin benzoate treatments. The effects of miR-278-5p, miR-13b-3p, miR-10485-5p, and miR-10483-5p on the tolerance of *S. frugiperda* to cyantraniliprole, spinetoram, and emamectin benzoate were analyzed. These results indicate that miRNAs play key roles in the resistance of *S. frugiperda* to insecticides.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: National Center for Biotechnology Information (NCBI) BioProject database under accession number GSE189968.

How the deposited data were processed for this re-analysis (not part of the article)

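Small RNA of *S. frugiperda* larvae was sequenced in 15 libraries, 3 each from control larvae and from larvae given cyantraniliprole, spinetoram, emamectin benzoate, or tetraniliprole. For control and the 3 insecticides in the paper, 20 insects were treated per replicate and the surviving insects were collected at 24 h. According to the paper, the authors removed adapter dimers, low-complexity reads, repeats, and the common RNA families, and mapped sequences of 18 to 26 nt to known hairpins in miRBase or to the genome. The deposited values are signal, which the authors made by normalizing the reads of each entry in each library. The normalization method and the genome build are not given in the sources used here.

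The table holds 446 entries, and those with the same sequence and the same values were counted once, which left 365 sequences. No read files were used and no counts were recovered, so no binomial interval or floor was computed. The precision was read from the step of each library, the largest number of which at least 75% of the 120 lowest values were whole multiples within 0.02. The signal divided by this step gave 0.27, 0.767, and 4.52 times 1e+06 for control replicates 1, 2, and 3.

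Groups were compared with limma 3.58.1 in R 4.3.3, with the trend option on and the robust option off, on log2 of the signal plus 1. This was the test foreseen for normalized values, and the test on counts that was foreseen for counts was not used. The comparisons of the paper used its 12 libraries, and those of tetraniliprole used all 15. Sequences with a signal of at least 10 in at least 3 libraries were tested, which were 228 and 231. p was adjusted by the method of Benjamini and Hochberg and a miRNA was called changed at an adjusted p under 0.05. The thresholds of the paper, a log2 fold change beyond 1 in size and p under 0.05 without adjustment, were applied to the same fits. Shares of signal were compared with a two-sided exact permutation test. Figures were drawn with matplotlib 3.10.9.

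Samples, comparisons, tests, 21 lists of miRNAs, and most alternatives were fixed before the deposited values were examined. Supplementary Tables S2, S3, and S5, which come from these same samples, had been read by then. The test of the miR-6497 and miR-6498 share was set because Supplementary Table S3 shows a large difference between control and treatments. The results for these entries and for the lists from those tables are thus not independent of the data. The lists were families, clusters, and groups of miRNAs of known function, and the miRNAs that the paper names. They held at least 3 tested miRNAs each and were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, which asks whether the members of a list change and does not compare them with other miRNAs. The miRNAs named in the text were chosen by a rule. They were those of Supplementary Tables S3 and S5, per comparison up to 10 higher and 10 lower miRNAs past the test with a log2 fold change beyond 1, groups that did not overlap, and a mean of at least 50 in the higher group, up to 4 members of each list, and up to 5 per direction of the comparison of the diamides. The values of Supplementary Tables S2, S3, and S5 had been read when this rule was written. Any other miRNA named was chosen after its values were seen.

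The alternatives were other scalings of the libraries, the paper's analysis of variance, no filter or a stricter filter on low values, an added value of 0.5 or 10 in place of 1, every entry as listed, isoforms summed, only the groups compared, all 15 libraries, the replicate number as a block, and each library left out. The groups share the replicate numbers 1, 2, and 3, and the paper does not say what a number marks. Deviations of libraries from their group means correlated over 0.1 in all 3 pairs with the same number only for spinetoram and emamectin benzoate. The correlations were 0.298, 0.291, and 0.632, so these 2 groups alone were taken as paired, from the values. Replicates 1 and 2 of these groups also correlated across numbers (0.166 and 0.206), while replicate 3 of each correlated negatively with them (-0.425 to -0.344). The pairing can thus follow a class of library in place of the number. After the values were seen, 5 more alternatives were added, which are named with their results. Where the text says in how many alternatives a miRNA passed, it counts those fixed in advance that tested it. limma was tested on simulated data with the spread of these libraries, with 40 of 228 miRNAs changed in each of 50 draws. It recovered 29.2%, 32.05%, and 28% of changes of 1 on the log2 scale in the comparisons of cyantraniliprole, spinetoram, and emamectin benzoate, and 56.3%, 56.9%, and 56.75% of changes of 2. Of its calls, 3.80% to 5.50% were false. The simulated libraries were drawn independently with the same spread in all groups, so they lacked the difference of control replicates 1 and 2 from control replicate 3. These percentages may not hold for the comparisons with control here. The experiments of the paper on tissues, agomirs, mortality, targets, and RT-qPCR are not part of these values and were not analysed here.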

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

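The comparison of tetraniliprole with control was planned, and leaving out control replicates 1 and 2 and the reading of the other groupings of the libraries were tests chosen after the values were seen.

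Larvae given tetraniliprole are not reported on in the paper, and some of the miRNAs in their libraries differed from control. Of 231 miRNAs, 21 differed from control at an adjusted p under 0.05 from limma, 12 of them higher and 9 lower, and 53 at an unadjusted p under 0.05. In the same fit to all 15 libraries, the insecticides of the paper gave 14, 26, and 30, so tetraniliprole did not stand apart by its number. Its dose and time are not given in the sources used here.

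Of the 8 miRNAs of Supplementary Table S5 that were measured, 3 rose, 3 fell, and 2 did not pass. miR-10485-5p (log2 fold change 1.27), miR-10483-5p (0.77), and miR-2766-3p (0.68) rose, and miR-2b-5p (-1.61), miR-2a-5p (-1.61), and miR-278-5p (-1.14) fell. miR-13b-3p and miR-981 did not pass. The arms opposite to miR-2 and miR-13 were low as a list of 5 (camera, adjusted p = 0.0299, and adjusted p = 0.516 with an estimated correlation), with a median log2 fold change of -0.04. The miR-6497 and miR-6498 entries (median -2.41, adjusted p = 0.000386) and the predicted arms (-1.06, adjusted p = 0.0249) were low by camera too, but each had adjusted p = 0.921 with an estimated correlation.

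Among 17 miRNAs of fat and energy use, 3 rose, 2 fell, and 12 did not pass. miR-14-3p rose by 0.80 and miR-277-3p by 0.82, and a longer isoform of miR-277-3p rose by 3.94, while miR-305-3p was lower (-1.06). Of the cluster of miR-277, miR-317, and miR-34, miR-317-3p was lower (-0.81). Its variant at read position 9 held 0%, 1.57%, and 32.2% in the control libraries and 27.7% to 29.8% after tetraniliprole, and with the position 9 class as a term its log2 fold change was -0.55 (adjusted p = 0.0419). In the miR-9 family miR-79-5p was lower (-1.16), and in the miR-279 family miR-279b-3p was higher (3.39). The isoform of miR-277-3p and miR-279b-3p were listed at 0 in control replicates 1 and 2, where values this low were hard to detect, and neither passed without control replicate 1 (adjusted p = 0.0545 and 0.0959). mir-308-p3 (1.11) and miR-10458-3p (0.77) rose, and PC-5p-4420 fell (-2.003). PC-3p-31805 was listed at 0 in all control libraries and had a mean signal of 19.9 after tetraniliprole. The adjusted p without control replicate 1 was also over 0.05 for miR-317-3p (0.0545), miR-277-3p (0.0639), mir-308-p3 (0.0959), miR-14-3p (0.101), miR-10458-3p (0.101), and miR-10483-5p (0.121).

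miR-10465-2-3p fell from 224 ± 15.7 in control to 71.3 ± 17.8 (log2 fold change -1.66, adjusted p = 0.000436), in 3 of 3 libraries, and passed in 26 of 27 alternatives. Its mean lay between 251 and 274 after the other insecticides, and no direct test against spinetoram or emamectin benzoate was run. The total of 21 became 90 without control replicate 3, 9 without tetraniliprole replicate 1, and 16 without control replicates 1 and 2. With 10 ways to split 6 libraries into groups of 3, the splits are too few for a share under 0.05, and the real one gave 21 where the highest other gave 7 (1 of 10 as large). The comparison with cyantraniliprole gave 4, where the highest other gave 0 (1 of 10). With only the 2 groups compared, no miRNA differed between tetraniliprole and control, and few did with the paper's analysis of variance. By the miR-317-3p variant at read position 9, control replicates 1 and 2 were in the low class of libraries. Control replicate 3 and all tetraniliprole libraries were in the high class. This class thus goes largely with the comparison, and fewer than 21 miRNAs passed with the class as a term.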

How the results depend on the processing

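Chosen after the values were seen were 5 tests, which are leaving out control replicates 1 and 2 together, raising low values to the smallest value of control replicate 1, a term for the class of a library by its variants at read position 9, leaving out doubted entries, and a replicate block in a fit to spinetoram and emamectin benzoate alone. A count-based Wald test and limma on log2(CPM + 1) were not run, since the values are not counts. Without counts, depth limits the low miRNAs of control replicate 1 first, where no value above 0 lay under 22.9. The cause of a change under an alternative was not tested unless it is given.

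The reference numbers at an adjusted p under 0.05 were 1, 2, 6, and 21 miRNAs after cyantraniliprole, spinetoram, emamectin benzoate, and tetraniliprole. They were 4, 1, 2, and 1 for cyantraniliprole against tetraniliprole, against spinetoram, and against emamectin benzoate, and for spinetoram against emamectin benzoate, and 0 after all 3 insecticides of the paper. At the paper's thresholds they were 23, 28, and 30, with 15 in common. The numbers with tetraniliprole, 21 and 4, came from the fit to all 15 libraries and the others from that to 12. Lists past the test after the 3 insecticides of the paper numbered 5, and none of these passed with an estimated correlation (adjusted p = 0.612 to 0.91). Over the named miRNAs, 3259 results kept direction and side of the threshold, 148 passed only under the alternative, 65 that passed neither way changed sign, 5 reversed, and the rest passed only without the alternative. Over the lists, 1104 stayed, 13 passed only under the alternative, 3 only without it, 71 moved, and 6 reversed. No named miRNA or list reversed under an alternative that had been fixed in advance. With a signal of at least 10 in at least 3 libraries required, the number of sequences was 231 in place of 365.

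With median-of-ratios scaling, 3 changed after emamectin benzoate and 2 between spinetoram and emamectin benzoate. Scaling by the total of each library moved the median log2 fold change by 0.34 to 0.38. It left 0 after cyantraniliprole, 2 after emamectin benzoate, and 10 after tetraniliprole, and at the paper's thresholds gave 26 higher and 2 lower, 33 and 9, and 28 and 9. Scaling without the miR-6497 and miR-6498 entries left 1 after spinetoram, 3 after emamectin benzoate, and 13 after tetraniliprole. The paper's analysis of variance gave 0, 1, 0, and 3 after the 4 insecticides, 1 between the diamides, 2 between spinetoram and emamectin benzoate, and 8, 9, and 7 at the paper's thresholds with 1 in common.

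No filter on low values gave 2 after emamectin benzoate, 2 between the diamides, 2 and 0 for cyantraniliprole against spinetoram and emamectin benzoate, 2 between the latter, and 45 at the paper's thresholds after spinetoram. The stricter filter, which tests fewer miRNAs, gave 14 after cyantraniliprole, 8 after spinetoram, 4 after all 3, 0 in each of the 3 direct comparisons of the paper's insecticides, and 9, 11, and 10 at the paper's thresholds with 1 in common. Adding 0.5 gave 1 for cyantraniliprole against emamectin benzoate and 0 for spinetoram against emamectin benzoate. Adding 10 gave 2 after cyantraniliprole, 1 after emamectin benzoate, 0 in both of those comparisons, and 6 in common. With every entry as listed, 2 changed after emamectin benzoate. Isoforms summed gave 10, 8, and 10 with 4 after all 3, 18 at the paper's thresholds after spinetoram, and 9 in common.

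Only the 2 groups compared gave 0 after spinetoram, emamectin benzoate, and tetraniliprole, then 10, 2, 9, and 2 in the direct comparisons, and 9, 9, and 9 at the paper's thresholds with 1 in common. All 15 libraries gave 14, 26, and 30 with 10 after all 3, and 2 between spinetoram and emamectin benzoate. A log2 fold change beyond 1 on top of the adjusted p left 13 after tetraniliprole and 2 between the diamides.

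A replicate block left 0, 1, and 0 after the paper's insecticides and 0 in the comparisons of emamectin benzoate with cyantraniliprole and with spinetoram. It changed no other of these numbers by more than 1.5 times. Of 30 pairs with the same number, 7 had a correlation above 0.1, over a range of -0.314 to 0.632, and 5 of 15 libraries were closest to one of their own number, so outside spinetoram and emamectin benzoate the libraries were taken to share only a number. A replicate block in a fit to these 2 groups alone gave 34, miR-10460-5p among them. That fit had 2 residual degrees of freedom and took the spread of each miRNA almost wholly from the trend, so its number can be too high.

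Without single libraries, the numbers after cyantraniliprole ran from 0 (without cyantraniliprole replicate 3) to 57, after spinetoram from 1 to 77, after emamectin benzoate from 0 to 67, and after tetraniliprole from 9 to 90. All the highest were without control replicate 3. Without control replicate 1 the numbers for spinetoram and emamectin benzoate were at their lowest, which other libraries left out can share. Direct comparisons ran from 2 to 7, 1 to 1, 0 to 6, and 0 to 2, and those after all 3 from 0 to 45. At the paper's thresholds the ranges were 16 to 62, 16 to 74, and 20 to 69, with 5 to 47 in common, and 5 to 7 lists passed. The share of miR-6497 and miR-6498 differed from control by -32.7 to -9.43 percentage points after cyantraniliprole, -35.6 to -12.3 after spinetoram, -35.2 to -12.0 after emamectin benzoate, -34.7 to -11.5 after tetraniliprole, and -34.5 to -11.2 over all.

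Without control replicates 1 and 2, where the lone control library is assumed to vary like the other groups, 15, 4, and 12 changed with 3 after all 3, 10, 3, 10, and 5 in the direct comparisons, 17 at the paper's thresholds after spinetoram, 8 in common, and 8 lists. The share of miR-6497 and miR-6498 then reversed to differences of 3.83, 0.959, 1.28, and 1.78 after the 4 insecticides and 2.02 over all. The medians of these entries reversed to 2.46, 0.932, and 1.44, and those of the predicted arms to 1.58, 0.55, and 0.13. Single entries reversed were mir-6497-p5 (2.74), mir-6497-p3 (2.62), and mir-6498-p5 (2.05) after cyantraniliprole, mir-6498-p5 (1.95) after emamectin benzoate, and mir-6497-p3 (2.24) after tetraniliprole. Their values in those control libraries are what made them lower after treatment.

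Low values raised to the smallest of control replicate 1 gave 9, 8, and 3 with 2 after all 3, then 1, 0, 1, and 0 in the direct comparisons, and 13, 14, and 18 at the paper's thresholds with 4 in common. The term for the class by read position 9 left 1 after spinetoram, 3 after emamectin benzoate, 11 after tetraniliprole, and 9 in common. Leaving out doubted entries gave 4 after cyantraniliprole.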

Differences from the paper's values

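No test in this part was chosen after the values were seen, apart from raising low values to the smallest value of control replicate 1, which is named where it is used.

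At the paper's thresholds, 13 miRNAs were lower after spinetoram, and the paper's value is 7. Of the alternatives set before the data were examined, the gap is within the limits used with scaling by the total of each library (9), the stricter filter (10), isoforms summed (9), the replicate block (8), and without control replicate 1 or 2 or spinetoram replicate 2 (5 each), spinetoram replicate 3 (9), or any library of cyantraniliprole or emamectin benzoate (8 each). It remains with median-of-ratios scaling (13), scaling without the miR-6497 and miR-6498 entries (14), the paper's analysis of variance (3), no filter (17), an added 0.5 (14) or 10 (15), every entry as listed (18), only the groups compared (4), all 15 libraries (18), and without control replicate 3 (29) or spinetoram replicate 1 (4).

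The sequences of known miRNAs or hairpins fell into 130 families, and the paper's value is 58. With every entry as listed the number was 130, and with a signal of at least 10 in at least 3 libraries it was 98, so the gap remains in both. How the paper counted families is not given in the sources used here, so the numbers may follow different rules. The number of predicted miRNAs was 22, and the paper's value is 125. With every entry as listed it was 27, and with the same minimum signal it was 8, so this gap remains too. As 128 sequences of Supplementary Table S2 were not analysed here, these numbers count different sets of sequences.

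The paper places miR-6497-5p after miR-1 and before miR-276-3p in abundance. Here miR-1 was first, as in the paper, bantam-3p was next with a mean signal of 251225, then miR-276-3p with 224264, and miR-6497-5p was at rank 6 with 92490.7, though at rank 2 in control larvae with 292708. Its signal was 615923 and 255620 in control replicates 1 and 2 but 6579.59 in control replicate 3, so these ranks rest on 2 libraries. The paper names miR-1 as the largest family, and here miR-10491 was the largest with 17 sequences, while miR-1 had 11. Supplementary Table S3 calls its columns absolute read counts, but its values are not whole numbers.

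The paper lists the miRNAs of Supplementary Table S5 as changed after all 3 insecticides. Of these, 8 were measured, and each had p under 0.05 after each insecticide both from limma and from the analysis of variance. None of them also had a log2 fold change beyond 1 after all 3. miR-10483-5p and miR-981 did with scaling by the total of each library, miR-278-5p and miR-2b-5p with scaling without the miR-6497 and miR-6498 entries, and miR-278-5p without emamectin benzoate replicate 1 or 2. Without control replicate 3, miR-278-5p, miR-10483-5p, and miR-2b-5p did. At an adjusted p under 0.05 after all 3, 4 of the 8 passed with the stricter filter and with isoforms summed, 6 with all 15 libraries, 7 without control replicate 3, 1 without spinetoram replicate 3, and 2 with low values raised to the smallest value of control replicate 1, which was chosen after seeing the values.

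By RT-qPCR, the paper states that miR-10483-5p and miR-10485-5p were lower after all 3 insecticides. Here their signal was higher, with log2 fold changes of 1.00, 0.94, and 1.01 and of 0.93, 0.64, and 0.63. It also states that miR-2b-5p was higher after spinetoram, and here its log2 fold change was -1.02. For miR-2a-5p the paper found no significant difference by RT-qPCR after any of the 3. Here miR-2a-5p was on the low side (-1.10, -1.00, and -0.74), though not past the adjusted threshold. The paper names no RT-qPCR change of miR-2766-3p after cyantraniliprole or of miR-2b-5p after emamectin benzoate. Here these had 0.48 and -0.96, also not past the adjusted threshold. The directions were those of the paper for miR-278-5p (-1.72, -1.33, and -0.99), miR-13b-3p (-0.68, -0.69, and -0.85), and miR-981 (0.71, 0.93, and 0.70), for miR-2b-5p after cyantraniliprole (-1.21), and for miR-2766-3p after spinetoram and emamectin benzoate (0.46 and 0.67).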

Other observations

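The tests of explanations in this part were chosen after the values were seen, and so were the limits by which the other groupings of the libraries are read.

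A pair of miRNAs went against the common pattern of the insecticides. miR-10460-5p was low after emamectin benzoate alone, with a signal of at most 4.29 where every other library held at least 30.8, and its difference from control passed the test in 21 of 25 alternatives, that from cyantraniliprole in 6 of 23, and that from spinetoram in 10 of 23. The difference from control stayed past the test without control replicates 1 and 2 (log2 fold change -3.80), but not without control replicate 1 alone (adjusted p = 0.0557). PC-3p-31805 was present in all libraries of spinetoram, emamectin benzoate, and tetraniliprole and listed at 0 in all of control and cyantraniliprole. Cyantraniliprole libraries had steps of 0.890 to 1.34, so a signal of 20 would not have been missed there. Both may answer to some of the insecticides, or differ between the pools of larvae by their origin, which the design does not separate.

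The abundant miRNAs miR-1, miR-8, miR-276-3p, and bantam-3p did not pass against control after any of the 3 insecticides of the paper in the reference fit, which does not show that they were stable. Sequences of 22 nt held more signal than those of any other length in each of the 15 libraries.

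The miR-6497 and miR-6498 entries held much of the signal of control replicates 1 and 2. An effect of the insecticides cannot be told apart, since control replicate 3 had a share of 0.854%, below that of each treated library, while the other controls lay above. Over the 13 other libraries the share rose with the step of the library (Spearman 0.670, permutation p = 0.0152, Pearson 0.688, permutation p = 0.01). The correlations were 0.818 and 0.882 without the 2 libraries farthest from the median step. A low number of reads going along with a high share would give this. But the permutation ignored the groups, and the cyantraniliprole libraries held the highest shares (3.92% to 5.78%) with steps of 0.890 to 1.34. Emamectin benzoate replicate 1 had the highest step, 1.46, and a share of 2.02%. A difference between groups can thus give part of the correlation. Other predicted arms also had control replicates 1 and 2 as their highest libraries, 6 of 23 against 8 of 197 other entries (Fisher's exact test, p = 0.00117), and 6 of 16 pairs listed as opposite arms overlapped by at least 10 nt. Fragments of longer RNA in these libraries are thus a candidate explanation, and no reference was at hand to place them. The 8 other entries include miR-278-5p, miR-2a-5p, miR-2b-5p, miR-79-5p, miR-10460-5p, and PC-5p-4420, which were on the low side after insecticides. Against control replicate 3 alone, miR-10460-5p still had a log2 fold change of -3.80 after emamectin benzoate. The rest of these had -1.53 to -0.71 after cyantraniliprole, where the miR-6497 and miR-6498 entries reversed. After emamectin benzoate miR-278-5p had -0.80, miR-2b-5p -0.72, miR-2a-5p -0.60, and PC-5p-4420 -1.15. All of these sizes rest on 1 control library, so they do not settle whether these miRNAs differ from control.

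Variants at read position 9 had different shares in different libraries. For miR-317-3p the share was at most 3.9% in control replicates 1 and 2, cyantraniliprole replicate 2, spinetoram replicate 3, and emamectin benzoate replicate 3, and 27.2% to 45.8% in the other 10. This split ran through 4 of the 5 groups, which argues against an effect of the insecticides. Of the 50 pairs of entries that differ by a single base, 19 (38%) differed at position 9. An even spread over 20 positions would rarely give this (binomial p = 1.29e-12, pairs not independent). Only 9 of the 19 were between G and T, and position 14 held 11 pairs. Pairs of related miRNAs are counted too, so this test does not decide whether the variant belongs to the strain. Of 4 other miRNAs, 2 (miR-184 and miR-283) separated the same libraries where 3 had been asked for. The variants of the other 2, miR-2796 and miR-2756, were at 0 in libraries of both classes. They could not separate them, so the limit of 3 could not be met and decides nothing. By chance a given miRNA would separate the same libraries in 1 of 3003 cases. The same 5 libraries were thus low for miR-317-3p, miR-184, and miR-283. A difference between sequencing runs may explain this, but the values alone cannot tell it apart from another class of library.

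Entries that match vertebrate miRNAs differed between libraries, and their origin was judged from general knowledge of these miRNAs. The let-7f and miR-125 entries went together (Spearman 0.885, permutation p = 7e-05, adjusted p = 0.00028 over 4 relations, Pearson 0.886, and 0.771 without 2 libraries), and miR-125 was listed at 0 in control replicate 1, spinetoram replicate 3, and emamectin benzoate replicate 3. A change of the let-7 cluster of the insect is argued against, since its own let-7 in those libraries was 0.904 times that in the others. A single source of constant makeup is argued against too, as the miR-92a entry was 2048 in control replicate 1, where let-7f was at 0 (Spearman 0.504 over all libraries). Several sources may have contributed, which cannot be told apart without the reads.

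For the comparisons of 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split gave 1 changed miRNA after cyantraniliprole and the highest other gave 1 (2 of 10 as large), 2 after spinetoram against 6 (2 of 10), and 6 after emamectin benzoate against 2 (1 of 10). It gave 1 for cyantraniliprole against spinetoram, 2 for cyantraniliprole against emamectin benzoate, and 1 for spinetoram against emamectin benzoate, each against 0 (1 of 10). At the paper's thresholds it gave 23, 28, and 30 against 48, 42, and 43 (4 of 10 each). The splits with more set control replicates 1 and 2 with a treated library against the rest, which points to a structure of the samples. For the groups together, 100 splits were drawn. Chance was not excluded for the 15 miRNAs in common at the paper's thresholds (6 of 100, highest 32) or for the 5 lists (52 of 100, highest 10). With 0 miRNAs changed after all 3 insecticides, every split is at least as large (100 of 100, highest 2), so these splits say nothing about that number.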
